# Comparative multi-omics systems analysis of *Escherichia coli *strains B and K-12

**DOI:** 10.1186/gb-2012-13-5-r37

**Published:** 2012-05-25

**Authors:** Sung Ho Yoon, Mee-Jung Han, Haeyoung Jeong, Choong Hoon Lee, Xiao-Xia Xia, Dae-Hee Lee, Ji Hoon Shim, Sang Yup Lee, Tae Kwang Oh, Jihyun F Kim

## Abstract

**Background:**

Elucidation of a genotype-phenotype relationship is critical to understand an organism at the whole-system level. Here, we demonstrate that comparative analyses of multi-omics data combined with a computational modeling approach provide a framework for elucidating the phenotypic characteristics of organisms whose genomes are sequenced.

**Results:**

We present a comprehensive analysis of genome-wide measurements incorporating multifaceted holistic data - genome, transcriptome, proteome, and phenome - to determine the differences between *Escherichia coli *B and K-12 strains. A genome-scale metabolic network of *E. coli *B was reconstructed and used to identify genetic bases of the phenotypes unique to B compared with K-12 through *in silico *complementation testing. This systems analysis revealed that *E. coli *B is well-suited for production of recombinant proteins due to a greater capacity for amino acid biosynthesis, fewer proteases, and lack of flagella. Furthermore, *E. coli *B has an additional type II secretion system and a different cell wall and outer membrane composition predicted to be more favorable for protein secretion. In contrast, *E. coli *K-12 showed a higher expression of heat shock genes and was less susceptible to certain stress conditions.

**Conclusions:**

This integrative systems approach provides a high-resolution system-wide view and insights into why two closely related strains of *E. coli*, B and K-12, manifest distinct phenotypes. Therefore, systematic understanding of cellular physiology and metabolism of the strains is essential not only to determine culture conditions but also to design recombinant hosts.

## Background

*Escherichia coli *is one of the most intensively studied organisms and has been widely employed in scientific studies and industrial applications. The most widely used *E. coli *have been those derived from strains B and K-12, the result of pioneering work using K-12 for genetic and biochemical studies and B for studying virulent bacteriophages, restriction systems, mutagenic assays, and bacterial evolution [1,2]. The first whole-genome sequence of strain K-12, MG1655, was determined [3] and compared in detail with another K-12 strain, W3110 [4]. We have determined genome sequences of B strains [5,6] - REL606, which has been applied to the study of long-term experimental evolution, and BL21(DE3), which has been used as a cell-factory for overproducing recombinant proteins, biofuels, and a variety of bioproducts on an industrial scale.

Previously, we showed that comparison of the genome sequences of strains B and K-12 could provide plausible explanations for some long-known differences between them [7]. However, genome sequence alone provides limited information about the genotype-phenotype relationship [8]. Starting with a genome sequence, comprehensive analyses of transcriptomes, proteomes, and phenomes can complement each other and be integrated to provide deeper insights into biological systems [9-12]. Furthermore, the multidimensional omics data can be integrated to reconstruct genome-wide computational models that can generate testable hypotheses concerning cellular function [13,14].

Here, we systematically combined the results of comparative analyses of the genomes, transcriptomes, proteomes, and phenomes of *E. coli *B REL606 and K-12 MG1655 to decipher the whole-organism characteristics that differentiate these two strains. An *in silico *genome-scale metabolic model of *E. coli *B REL606 was reconstructed and used to determine the genetic basis of the phenotypic differences.

## Results

### Genomic differences

The average nucleotide identity of the aligned genomic regions of REL606 [GenBank:NC_012967] [6] and MG1655 [GenBank:NC_000913] [3] was >99.1%. Only about 4% of the total genome accounts for strain-specific regions, including prophages and seemingly recently transferred genomic islands (Figure 1). Interestingly, the B genome encodes an additional set of genes for type II secretion (T2S) and D-arabinose utilization, and lacks the gene cluster for flagellar biosynthesis and the very short-patch repair system. Different sets of genes were observed for the Qin prophage, O antigen biosynthesis, catabolism of aromatic compounds, and lipopolysaccharide (LPS) oligosaccharide biosynthesis. Different gene clusters for the catabolism of aromatic compounds were also detected; the *hpa *cluster for degradation of 3- and 4-hydroxy phenyl acetic acid in the B strain and the *paa *cluster for catabolism of phenyl acetic acid in the K-12 strain. We found numerous strain-specific gene disruptions caused by deletions, frameshifts, or insertions of insertion sequence (IS) elements that might affect bacterial phenotypes (Table S1 in Additional file 1).

**Figure 1:**
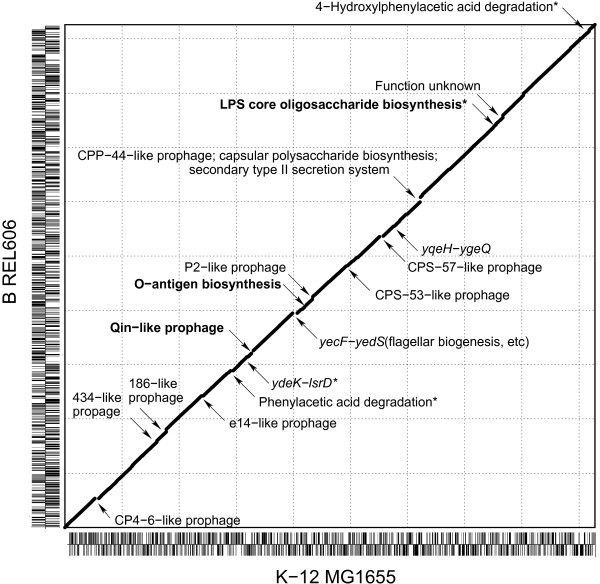
**Whole genome comparison of *E. coli *B REL606 and *E. coli *K-12 MG1655**. Strain-specific regions are indicated by discontinuities on the diagonal line (those >10 kb are marked by arrows). Short vertical lines on each axis represent coding sequences that reside on the forward or reverse strand. Segments that occupy the same location on each genome and encode equivalent functions but are highly dissimilar are shown in bold. Except for those marked with asterisks, all the strain-specific regions coincide with genomic islands that were identified by genomic anomalies. Ticks are marked every 500 kb.

### Bacterial cell growth

Two *E. coli *B strains [6], REL606 and BL21(DE3), and two K-12 strains [4], MG1655 and W3110, were cultured in Luria-Bertani (LB) medium or R/2 medium (Figure S1 in Additional file 1). Both groups of strains grew similarly when cultured in complex medium; however, the B strains grew faster than the K12 strains in minimal medium. The difference between the strain types in the accumulation of by-products such as acetic, formic, and lactic acids was negligible when cultured in complex medium compared with growth in minimal media.

### Transcriptomic differences

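RNA from the *E. coli* strains REL606 (a B strain) and MG1655 (a K-12 strain) grown in LB medium, taken at the exponential and the stationary phase, gives 4 RNAs. REL606 exponential RNA was hybridized on spotted oligonucleotide microarrays against each of the other 3 RNAs. Each of these 3 comparisons has 2 arrays with the dyes swapped and 2 spots per probe on each array, so that a probe has up to 4 values per comparison. The labels and the methods do not say that the dye-swap array holds RNA of another culture. Each strain and phase was therefore taken as 1 replicate, the main counts carry no p-value, and the spread between the 2 arrays is measurement error only. The precision is limited by the number of arrays. The authors deposited log2 ratios for 4362 probes, made from background-subtracted spot signals scaled to the total signal of each dye. From these, the mean of a probe's values was computed in each comparison. The exponential ratio of REL606 to MG1655 comes from the arrays that held both RNAs. The stationary RNAs of the strains were not on one array, and their ratio is the difference between the 2 comparisons that hold them, in which REL606 exponential RNA cancels. The columns of the dye-swap arrays already run in the same direction as the others and were not turned again. That direction is not stated in the table and was taken from the ratios printed in Table S2. A probe was called at a ratio of at least 2-fold, whatever the number of its values. The table holds probe identifiers without gene names, so probes were counted and functional groups of genes were not analysed here.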

Transcriptome profiles were analyzed using samples taken in the exponential and stationary growth phases during cultivation of REL606 and MG1655 in LB medium. During the exponential growth phase, the most highly expressed genes in the B strain were those involved in replication, translation, or nucleotide transport and metabolism, while many of the highly expressed genes in the K-12 strain were involved in cell motility, transcription, carbohydrate transport, or energy production (Figure 2; Table S2 in Additional file 1). At the stationary phase, many of the genes that were highly expressed in the B strain were involved in transport and metabolism of various amino acids and carbohydrates, whereas highly expressed genes in the K-12 strain had functions related to cell motility, ribosomal subunit protein production, or energy generation.

**Figure 2:**
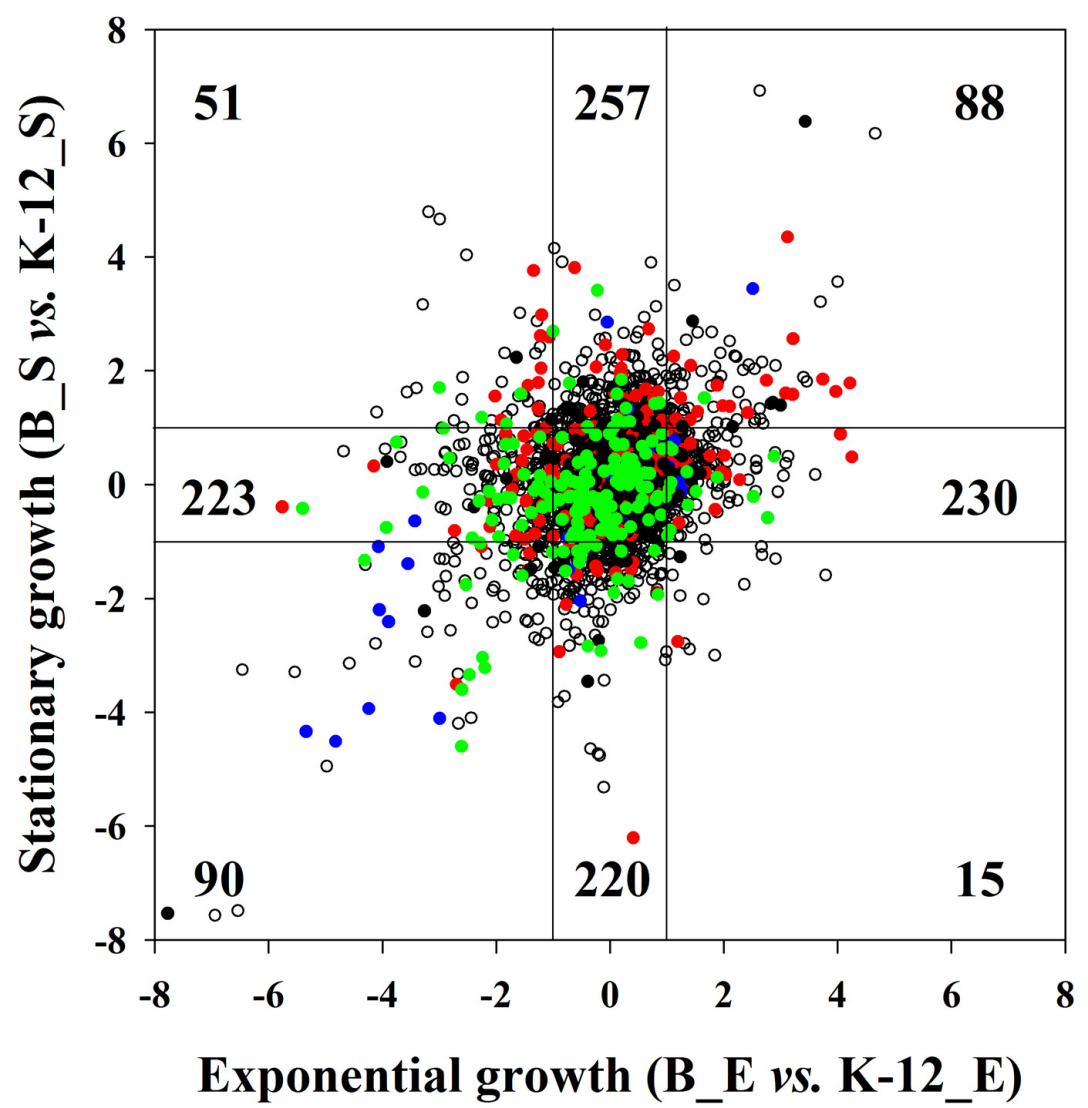
**Transcription ratios of *E. coli *B REL606 to K-12 MG1655 at exponential (E) and stationary (S) growth phases during growth in LB medium**. Internal lines were positioned at ±1.0 on both axes denoting log_2_-transformed expression ratios. The numbers of genes within each range of expression ratios are shown. A functional category using the COG database [45] was assigned to each gene and color-coding was employed as follows: red circles, amino acid transport and metabolism; blue circles, cell motility; green circles, energy production and conversion; black circles, biogenesis of cell wall components; empty circles, other or unknown function.

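Of the 4293 probes with an exponential ratio, 563 were at least 2-fold higher in REL606 and 588 at least 2-fold higher in MG1655. Identifiers of 141 of the 563 start with CB, read by inference as genes of REL606 only. Those of 121 of the 588 start with CK, read as genes of MG1655 only. If so, such ratios can reflect a gene missing from the other strain. Probes starting with CC, read as genes of both strains, gave 390 and 453. Of the 3741 probes with a stationary ratio, 544 were higher in REL606 and 410 in MG1655. Both ratios were available for 3727 probes, and 2194 of these lay within 2-fold in both phases. Among the others, 329 probes were higher in REL606 at the exponential phase and within 2-fold at the stationary phase, against 260 higher in MG1655. These counts use all 3 comparisons. Without the 3 arrays that carried REL606 exponential RNA in Cy3 they were 162 and 265, among 2918 probes with both ratios. Without the 3 dye swaps they were 439 and 191, among 3686 probes. With every array centred on its median they were 255 and 297. Which strain had more such probes therefore depends on the arrays and the scaling. At the stationary phase with an exponential ratio within 2-fold, 316 probes were higher in REL606 and 254 in MG1655. The strain with the higher level changed between the phases for 56 probes higher in MG1655 first and for 19 higher in REL606 first. The latter count was 31 when the arrays of either dye orientation were left out of all 3 comparisons. The median SD between the 2 dye orientations was 0.28 log2 units at the exponential phase (3450 probes) and 0.23 at the stationary phase (2895 probes). Across these probes, Pearson's r between the orientations was 0.872 at the exponential phase but lower, 0.809, at the stationary phase. The SD of 0.28 includes an offset between the whole exponential arrays, whose medians were -0.27 and 0.08. The 2 SDs therefore do not rank the noise of single probes in the phases. When each orientation alone had to pass 2-fold, 296 probes higher in REL606 and 330 higher in MG1655 were left at the exponential phase, and 241 and 231 at the stationary phase. The alternative that moved these counts most was a threshold of 4-fold, with 185 and 242 probes at the exponential phase and 139 and 116 at the stationary phase. Over all probes with an exponential ratio, 361 were higher in REL606 without the array that carried REL606 exponential RNA in Cy3, and 714 without its dye swap. Centring shifted the median exponential ratio by -0.12 log2 units and gave 458 probes higher in REL606 and 654 higher in MG1655. The deposited table does not pair its probes with genes, and of the probes past 2-fold in all 4 exponential values only the 2 highest and the 2 lowest by their mean are given, by their identifiers. Probe CB0309 had a log2 ratio of REL606 to MG1655 of 6.42 ± 0.91 (SD between 2 arrays) at the exponential phase. Its stationary ratio was 0.82, with no SD because it has no value on the dye-swap array with MG1655 stationary RNA. Probe CB0097 had 5.43 ± 1.05 at the exponential phase. Its stationary ratio was 2.21, but 3.74 on the dye-swap arrays alone and 0.67, below 2-fold, on the others alone. Probe CK0409 had -7.64 ± 0.11 at the exponential phase and -2.77 at the stationary phase, where the dye-swap arrays alone gave -2.45 and the others -3.10. Probe CK0190 had -7.94 ± 0.07 at the exponential phase and no stationary ratio. The table does not show whether the weaker RNA of a probe lay near the background, and where it did the ratio is only a bound on the difference. All probes given by identifier here start with CB or CK, so a gene missing from the other strain may lie behind their ratios.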

Many genes showed highly distinct expression levels in REL606 and MG1655 irrespective of growth conditions (upper right for REL606 and lower left for MG1655 in Figure 2; also see Table S2 in Additional file 1). 

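At least 2-fold higher levels in REL606 in both phases were measured for 163 probes, and in MG1655 for 136 probes. Among the probes measured in both phases, 511 were higher in REL606 at the exponential phase and 535 at the stationary phase, from which 73.4 would be called in both phases if the phases were independent. For MG1655 these numbers were 452, 409 and 49.6. The probes called in both phases made up 31.9% of the exponential calls of REL606 and 30.1% of those of MG1655. The exponential and the stationary ratio share no array. Arrays of one dye orientation deviate together (r from 0.538 to 0.671 between comparisons), which the numbers under independence leave out. With each dye orientation required to pass on its own in both phases, 59 probes higher in REL606 and 52 higher in MG1655 were left. Probe identifiers start with CC, CB, CK or NC. The probes higher in REL606 in both phases were 91 CC, 63 CB, 8 CK and 1 NC probes. Those higher in MG1655 were 102 CC, 3 CB and 31 CK probes. The numbers under independence pool these prefixes, although their shares of calls differ. At the exponential phase, 54.9% of the measured CB and 10.5% of the measured CC probes were higher in REL606. The excess over independence is therefore not a measure of agreement between the phases alone. From the upper right and lower left parts of Figure 2, the paper states that the expression of many genes differs between the strains whatever the growth conditions.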

Highly expressed genes in REL606 included those encoding enzymes for biosynthesis of L-arginine (*argAGDECBHI*) and branched-chain amino acids (*ilvGMEDA*), a subunit of the L-arginine transporter (*artJ*), cytochrome b562 (*cybC*), subunits of the histidine ABC transporter (*hisPJ*), cytotoxins (*hokED*), outer membrane porin (*ompF*), L-arginine decarboxylase (*speA*), and a cell division inhibitor (*sulA*). 

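The probes behind these genes are not named in the deposited table, so the pair of log2 ratios that Table S2 prints for a gene was looked up among the probes. Of the 22 genes, 21 have a pair that was read in Table S2, all but *sulA*. A probe within 0.05 log2 units in both phases was found for 18 of these pairs, each time 1 probe, and for 3 pairs none was found. When the stationary values of the printed pairs were exchanged among genes of the same sign, a median of 5 and at most 10 of these pairs were met in 1000 rounds. The matched probes had exponential ratios from 1.16 to 4.22 log2 units. Both arrays of every comparison were measured for 15 of them, and 13 of the 15 were at least 2-fold higher in REL606 in each dye orientation in both phases. Their median SD between orientations was 0.16 log2 units at the exponential phase and 0.59 at the stationary phase. Of the 8 L-arginine biosynthesis genes, 7 had a matching probe, as did all 5 genes for branched-chain amino acids. Because the match rests on printed values, only the spread between arrays is information beyond Table S2.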

In MG1655, highly expressed genes included those involved in chemotaxis (*cheZYRWA*, *tap*, *trg*, *tsr*), Lon protease (*lon*), C_4_-dicarboxylate-sensing histidine kinase (*dcuS*), chaperones (*clpB*, *dnaK*, *groES*, *htpG*, *ibpA*), the major subunit of type 1 fimbriae (*fimA*), a regulator of flagellar biosynthesis (*flhC*), glycerol-3-phosphate-dehydrogenase (*glpABCD*), glycerophosphoryl diester phosphodiesterase (*glpQ*), glycerol-3-phosphate transporter (*glpT*), hydrogenase 2 (*hybCBO*), outer membrane porins (*nmpC*, *ompA*, *ompC*), and galactitol transport and metabolism (gatYZC).

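All 32 of these genes have a pair of log2 ratios in Table S2. For 24 of them a probe with both values was found by the same rule, for 21 exactly 1 probe and for 3 several, and 8 pairs were met by none. With exchanged stationary values, a median of 4 of these pairs was met. At the exponential phase, the 21 probes were lower in REL606 by 1.54 to 5.34 log2 units. For 16 of them both arrays of every comparison were measured, and 15 of these were at least 2-fold higher in MG1655 in each dye orientation in both phases. The median SD between orientations was 0.30 log2 units at the exponential phase and 0.17 at the stationary phase. Among the 8 chemotaxis genes, 7 had a matching probe, but only 3 of these probes were measured on both arrays, and the median SD of those 3 was 0.74 log2 units at the exponential phase. All 6 glycerol 3-phosphate genes had a matching probe measured on both arrays, and all 6 probes passed 2-fold in each orientation.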

### Proteomic differences

Proteome analyses of the total intracellular, outer membrane, and extracellular proteomes of the four *E. coli *strains cultured in LB medium (Figure S2 in Additional file 1) revealed 18 protein spots of B strains and 42 spots of K-12 strains that showed a more than two-fold difference in intensity and the corresponding proteins were further characterized (Table S3 in Additional file 1). Intracellular proteins that were more abundant in the B strains were enzymes required for the biosynthesis of some amino acids (AspC, ArgCDI, SerC) and maltose metabolism (MalPQ). Proteins that were more abundant in K-12 strains included enzymes for the transport and metabolism of galactitol (GatYZAB), enzymes for the degradation of amino acids (TdcE, TnaA), and stress response proteins (ClpP, CspE, YfiD). The proteome profiles of the two B strains were very similar, as were those of the two K-12 strains (Figure S2A in Additional file 1). Proteins involved in chemotaxis (CheY) and a degradation pathway for amino acids (TdcF) were synthesized at a significant level only by MG1655.

SDS-PAGE analysis of outer membrane proteins (OMPs) revealed that the B strains expressed large amounts of OmpF but not OmpC, whereas K-12 strains expressed both OmpF and OmpC (Figure S2B in Additional file 1). The expression level of OmpA was higher in K-12 strains than in B strains.

Examination of the extracellular proteome (Figure S2C in Additional file 1) revealed that B strains released larger amounts of protein in the stationary growth phase than K-12 strains (Figure 3). Proteins commonly released from both B and K-12 strains were outer membrane proteins (OmpA, OmpF, and OmpX) and transport/binding proteins (ArgT, ArtI, ArtJ, CusF, GlnH, HisJ, and LivJ). The outer membrane proteins OmpF and YaeT, the periplasmic substrate transport and binding proteins CusF and RbsB, and the cold shock protein CspC were released at higher levels from B than from K-12 strains, whereas motility-related proteins (FimA, FlgF, FlgL, FliC, and FliD) and Flu were secreted only by K-12 strains (top of Figure 4).

**Figure 3:**
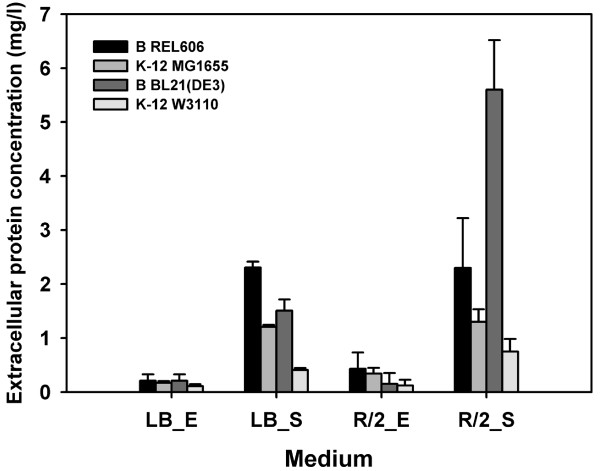
**Extracellular protein concentrations of *E. coli *B and *E. coli *K-12**. Extracellular proteins were precipitated from the supernatants of each *E. coli *strain grown in LB and minimal R/2 media at the exponential (E) and stationary (S) growth phases.

**Figure 4:**
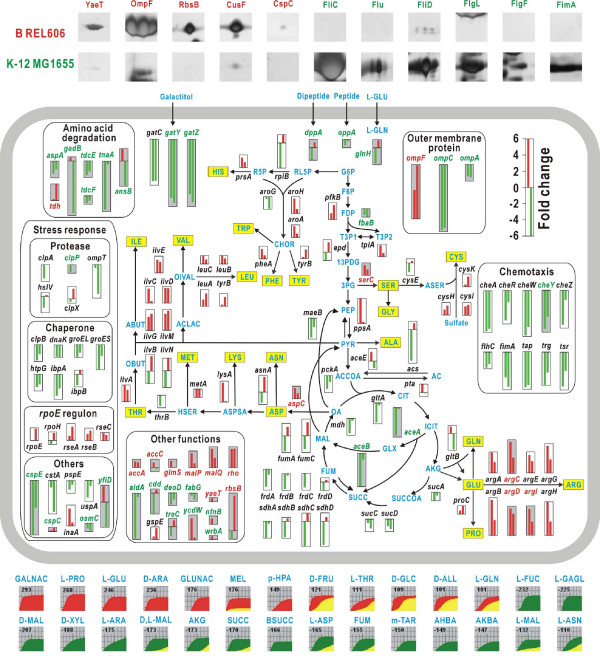
**Comparison of the transcriptomes, proteomes, and phenomes of *E. coli *B REL606 and *E. coli *K-12 MG1655 cultured in LB medium**. In the individual thumbnail graphs, the x-axes denote exponential and stationary growth phases, and the y-axes show the transcription ratio (on a log_2 _scale) of each gene in the B strain to that of the homologous gene in the K-12 strain. The transcription bars are coded red for up-regulation in B and green for up-regulation in K-12. Genes showing differences in transcriptional (or translational) levels of ≥2- or ≤0.5-fold in the exponential and/or stationary phase(s) are shown. The backgrounds of the graphs are grey if both transcriptional and translational differences were detected. Gene names are shown in red if the translational level was higher in the B strain and green if it was higher in K-12. The top of the figure shows extracellular proteins with more than a two-fold difference between the strains in the stationary phase on growth in minimal medium. Significant differences in cell growth on particular carbon sources, demonstrated by phenotype microarray tests, are shown at the bottom. Growth curves are green for B, red for K-12, and yellow for the overlapping region. Abbreviations are given in Additional file 1.

### Phenomic differences

Phenotype microarray (PM) tests on REL606 and MG1655 revealed dramatic phenotypic differences between the two strains (Figure S3 in Additional file 1). The B strain was more susceptible than the K-12 strain to a variety of stressful conditions caused by osmolarity, pH, or exposure to inhibitory compounds such as salicylate and β-lactam antibiotics. MG1655 did not grow on valine dipeptides.

### Reconstruction of the metabolic network

We reconstructed a genome-scale metabolic network model of REL606 by incorporating genetic differences between REL606 and MG1655 (Table S4 in Additional file 1). Starting with the metabolic network model for MG1655 (iAF1260) [15], 29 REL606-specific reactions and 11 REL606-specific compounds were added, 12 REL606-specific regulations were introduced, and 43 MG1655-specific reactions were excluded. The resulting metabolic model of REL606 included 1,369 metabolic reactions and 1,051 metabolites. To validate the model, flux balance analysis (FBA) was used to predict cell growth on various carbon sources, and the results were compared with the results from PM tests (Table S5 in Additional file 1). The model qualitatively agreed with 83.2% of experimental cell growth results on PM plates testing carbon source utilization.

## Discussion

### Lower acetate accumulation of the B strain might be attributed to different regulation of the glyoxylate pathway

Acetate accumulation is one of the major problems encountered during high cell density cultivation of *E. coli *because it inhibits cell growth and production of foreign proteins [16]. Low acetate accumulation by B strains is commonly attributed to the active glyoxylate shunt encoded by the acetate operon (*aceBAK*); however, in the exponential growth stage, up-regulation of genes involved in the glyoxylate shunt, tricarboxylic acid (TCA) cycle cycle, and gluconeogenesis was observed in K-12 strains (Figure 4). These expression patterns are similar to results from previous microarray analysis comparing transcriptomes of K-12 JM109 and BL21 during low glucose-fed batch fermentation [17]. The need for high activity of the TCA cycle in K-12 strains cultured in low glucose media is not immediately obvious, but enhanced catabolic activity may be required for the energy-consuming motility and stress responses (see below).

Genes involved in the central metabolism and the acetate simulation/dissimilation pathways (glycolysis, TCA cycle, pentose phosphate pathway, glyoxylate pathway, gluconeogenesis, and acetate production) were virtually the same at the nucleotide level in B and K-12 strains. This was also the case for the transcriptional regulator gene *fruR*, which was suspected to have altered expression or regulatory strength in BL21, leading to derepression of acetate metabolism even under high glucose culture conditions [17]. Interestingly, *arpA*, which has an unknown function but has been proposed to play a role in regulation of the glyoxylate pathway [18], is disrupted in B strains.

Many of the phenotypic differences between B and K-12 strains in utilization of carbon sources, as shown in PM tests (Figure S3 in Additional file 1), could be correlated with genotypic differences (Table S5 in Additional file 1). In particular, genes for galactitol transport and metabolism were highly expressed at both the mRNA level (*gatYZC*) and the protein level (GatYZAB) in MG1655, possibly because *gatR*, a repressor of the *gat *genes, is truncated in MG1655 but intact in REL606.

### Enhanced amino acid biosynthesis and reduced degradation can make the B strain favorable for efficient production of recombinant proteins

Major differences were observed in the expression of genes involved in the biosynthesis and degradation of amino acids (Figure 4). Most of the genes involved in biosynthetic pathways of amino acids, especially those required for biosynthesis of arginine and branched-chain amino acids (leucine, isoleucine, and valine), were more highly expressed in the B strain than in K-12. Genes encoding the three isozymes of acetohydroxy acid synthase I (*ilvBN*), II (*ilvGM*) and III (*ilvIH*) exhibited complicated expression patterns (Figure 4), which may be attributed to transcriptional control by attenuation [19]. A frameshift mutation was found in the *ilvG *gene of the K-12 strains, whereas this gene is intact in the B strains. The gene *ilvG *mediates valine resistance and allows growth on various valine dipeptides in PM tests (Figure S3 in Additional file 1); this explains the failure of MG1655 to grow on valine dipeptides. Proteome analysis also indicated that enzymes required for the biosynthesis of arginine (ArgDCI), serine (SerC), and aspartate (AspC) were synthesized at high levels in the B strains. Interestingly, TnaA, a protein involved in the tryptophan and cysteine degradation pathway, was highly expressed at both the mRNA and protein levels in the K-12 strains. The same was true for TdcE and TdcF, required for anaerobic degradation of L-threonine, GadB, involved in glutamate degradation and acid resistance, and AspA, needed for the reversible conversion of L-aspartate to fumarate and ammonia. These observations suggest that the B strains are, in general, disposed to enhanced amino acid biosynthesis and reduced degradation, conditions favorable for efficient production of recombinant proteins (Figure 5).

**Figure 5:**
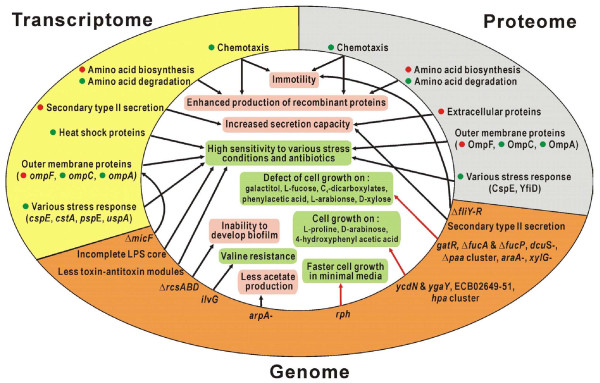
**Proposed explanations for the observed and predicted phenotypes of *E. coli *B strains derived from the combined analysis of genome, transcriptome, and proteome data**. In the inner circle, observations from this study are marked with a green background and hypotheses generated in this study are shown in pink. Genes with elevated mRNA or protein expression in B (red circle) or K-12 (green circle) strains are shown. Genetic differences between B and K-12 strains are denoted as follows: Δ, absence in B; -, pseudogene in B. Red arrows denote the phenotypes and related genetic backgrounds supported by flux balance analysis using the reconstructed metabolic model of the B strain.

### Lack of flagellar biosynthetic genes and lower expression of motility genes are important properties of strain B as a protein factory

The cell envelope is the principal stress-bearing and shape maintenance element in *E. coli*, and its integrity is critical for cell viability. B strains have been widely used for mutagenic assays and toxicological studies because they show higher membrane permeability than K-12 strains [20]. Structural studies on the LPS core oligosaccharide have revealed that K-12 strains are devoid of the O antigen while B strains lack the O antigen and the distal part of the core [21]. Sequence comparison revealed that the outer membrane structure of B strains is quite different from that of K-12 strains [6]. In both groups, IS elements are inserted at the gene clusters for O antigen biosynthesis: at *wbbL *for K-12 strains and between *manC *and *wbbD *for B strains. In the genome of B strains, the core part of LPS was further disrupted by the insertion of IS*1 *at the *waaT *gene encoding UDP-galatose:(glucosyl) LPS α1,2-galactosyltransferase. The B strain showed high expression of *glmS*, encoding a protein involved in both cell wall and LPS biosynthesis [22], at both the mRNA and protein level (Figure 4).

Unexpectedly, flagellar biosynthesis genes (*fliY-R*) were absent from the B genome, rendering B strains non-motile [6]. This agrees with microarray data that indicated that expression levels of chemotaxis genes (*cheZYRWA*, *tap*, *trg*, and *tsr*) and of *flhC*, encoding the master regulator of flagellar biosynthesis, are much lower in B than in K-12 (Figure 4). This finding is also concordant with the proteomic data showing CheY, FimA, FlgF, FlgL, FliC, and FliD only in K-12 strains. Lack of flagellar biosynthetic genes and low expression of motility-related genes might be important properties when B strains are used as protein factories, because flagellar biosynthesis is energy-intensive and is not necessary under industrial conditions of constant agitation and generous nutrient supply [23].

### Different cellular responses to environmental changes were observed for B and K-12 strains

The susceptibility of the *E. coli *B strain to a variety of stressful conditions and antibiotics revealed by PM tests (Figure S3 in Additional file 1) can be explained by several observations (Figure 5). First, differences in the composition of the LPS core and expression of outer membrane proteins may influence the permeability and integrity of the cell envelope. B strains produce more OmpF porin than K-12 strains because the B genome lacks *micF*, which post-transcriptionally prevents production of OmpF [24]. This is further supported by the transcriptome data showing high levels of *ompF *expression in the B strain and high expression of *ompC *and *ompA *in the K-12 strain (Figure 4). These observations were also consistent with results of proteome analysis of the outer membrane fractions (Figure S2B in Additional file 1). Noxious agents such as antibiotics and bile acids diffuse more easily through OmpF than OmpC because the former produces a channel with a larger pore size [25]. Second, synthesis of capsular colanic acid and biofilm formation appear to be repressed in B strains as a result of the absence of the Rcs phosphorelay system (*rcsADB*), the major mechanism regulating these processes [26]. Proteome data also showed that FimA and Flu involved in biofilm formation are secreted only by K-12 strains. Third, genome sequence comparisons revealed at least five toxin-antitoxin (TA) modules in K-12, three *relBE-*class loci (*relBE*, *dinJ*-*yafQ *and *yefM*-*yoeB*) and two *mazEF*-homologous loci (*chpRA *and *chpSB*), whereas B strains possess only two TA loci (*dinJ*-*yafQ*, *chpRA*). TA modules play an important role in bacterial stress physiology and might contribute to multidrug resistance [27]. Finally, the B strain showed lower stress responses. Heat shock genes encoding molecular chaperones (*dnaK*, *groES*, *htpG*, *ibpA*, and *clpB*) and ATP-dependent proteases (*clpA*, *clpP*, and *hslV*) were expressed at lower levels in the B strain (Figure 4). Furthermore, B strains are naturally deficient in the major protease Lon as a result of an IS*186 *insertion in the promoter region [28]. Expression levels of DnaK and ClpB, which correlate with cellular stress levels, are lower in BL21 strains than in K-12 strains (JM105, HB101, and TOP10) [29]. K-12 also showed activation of genes for cold shock protein (*cspE*), carbon starvation protein (*cstA*), osmotically inducible peroxidase (*osmC*), phage shock protein (*pspE*), and universal stress protein (*uspA*) (Figure 4), which may make K-12 strains more resistant than B strains to various stress conditions.

The *rpoE *gene, encoding heat-inducible sigma factor σ^E^, and some genes in the operon (*rseABC*) regulated by this sigma factor, were highly expressed in REL606 (Figure 4). σ^E ^induces an extracytoplasmic stress response to misfolded outer membrane proteins and damage to the cell envelope [30]. Variations in expression of *rpoE *regulon genes might result from differences in outer membrane composition between the two strain types.

### Expression of the additional T2S genes of the B strain might be responsible for its larger amounts of secreted proteins

Interestingly, the B genome has an additional gene cluster for T2S that consists of the homologs *gspOCDEFGHIJKLM*. From a phylogenetic analysis of the concatenated sequences of GspDEFG, clear distinctions could be made between homologs of T2S that were common to B and K-12 and the additional T2S genes present in the B strain (Figure S4 in Additional file 1). It is generally assumed that laboratory strains of *E. coli *are unable to secrete many proteins because the operon encoding the T2S pathway (*gsp*) is silenced by the H-NS protein [31]. The expression levels of *gspB-O *genes, except for *gspE*, were relatively low in both *E. coli *B and K-12 strains throughout the culture period. Expression of the additional T2S genes present in the B strain was detected by transcriptome analysis. Regarding secretion capacity, both REL606 and BL21(DE3) secreted larger amounts of protein than the K-12 strains did (Figure 3). All *E. coli *strains tested secreted greater amounts of protein when grown in minimal media, and the release of proteins was optimal in the stationary phase. Thus, the existence of the second T2S secretion system and enhanced capability for protein release suggest that B strains might be better suited for extracellular production of recombinant proteins.

### *In silico *complementation test revealed genetic bases of the observed phenotypes

To identify the reactions responsible for the phenotypes unique to REL606 compared with MG1655, *in silico *complementation experiments were performed by reverting each of the REL606-specific modifications back to MG1655-specific reactions. Each combination of additions, deletions, and regulations unique to REL606 was reverted and growth under each condition where REL606 and MG1655 show differential substrate utilization phenotypes was predicted using the metabolic network models. Combinations of modifications whose reversion resulted in loss of REL606-specific phenotypes were regarded as reactions responsible for phenotypes unique to REL606.

*In silico *complementation experiments of the reconstructed model verified 23 reactions responsible for the phenotypes unique to REL606 (Table 1). The model can be further applied to test hypotheses derived from sequence and expression data; for example, slow growth of K-12 in pyrimidine-free media can be attributed to the frame-shift mutation of *rph*, thereby decreasing the expression of *pyrE *[32]. FBA results demonstrated that the flux level associated with *pyrE *shows linear correlation with the specific growth rate. Indeed, the *rph *gene was found to be intact in B strains, which grow better than K-12 strains in minimal media (Figure S1B in Additional file 1). Reconstruction of a computational metabolic network of *E. coli *B and *in silico *complementation experiments revealed genetic bases behind the phenotypic characteristics of B.

**Table 1:** Different phenotypes of *E. coli *B REL606 and *E. coli *K-12 MG1655 and modifications of the corresponding reactions

	PM^a^	Prediction^b^		
Carbon source	B/K-12	B/K-12	Responsible reaction^c^	Modification
L-Arabinose	-/++	-/+	ARAI	Deletion
Succinic acid	+/++	-/+	EX_succ(e)	Turned off
L-Aspartic acid	+/++	-/+	EX_asp_L(e)	Turned off
L-Fucose	-/++	-/+	FUCtpp	Deletion
D-Malic acid	-/++	-/+	EX_mal_D(e), MALDt2_2pp	Turned off
L-Malic acid	+/++	-/+	EX_mal_L(e)	Turned off
p-Hydroxyphenyl acetic acid	++/-	+/-	4H3M, 34DH23OR, 5C2HMSO, 5C2HMDI, 5O3E125TC, HPAI, HPAP, HPAtex, EX_4hpa(e)	Addition
N-Acetyl-D-galactosamine	++/-	+/-	ACGALptspp, ACGAL6PI	Addition
D-Arabinose	++/-	+/-	ARABDI, RBK_D1, DARBtex, EX_arab-D(e)	Addition
N-Acetyl-L-glutamic acid	++/-	+/-	NACGLUtmp	Addition

The different phenotypes of *E. coli *B REL606 and *E. coli *K-12 MG1655 were determined from PM tests and modification of the corresponding reactions were verified by *in silico *complementation tests. Experimental and *in silico *cell growth on carbon sources are fully listed in Table S5 in Additional file 1. ^a^The experimental phenotypes are classified into no growth ('-'), low growth ('+'), or high growth ('++') based on growth area. See footnotes of Table S5 in Additional file 1 for details. ^b^*In silico *prediction of cell growth on each carbon source was performed by flux balance analysis: no growth ('-'), growth ('+'). ^c^The metabolic reactions and their associated genes are provided in Table S4 in Additional file 1.

## Conclusions

Despite advances in various high-throughput technologies, extraction of discernable biological meaning from multiple omics data sets remains a challenging task [9,10,13,33]. It has been emphasized that integration of multiple omics results is important and work often focuses on its usage in constructing and validating '*in silico *models'. But how the different and nonlinearly correlated omics data can be combined in the real world is hardly commented on. In this study, we identified many important differences in cellular metabolism and physiology between *E. coli *B and K-12 strains through a combined and integrated analysis of genomic, transcriptomic, proteomic, and phenomic data (Figure 5). Differences in utilization of a variety of nutrient substrates were identified and in many cases could be correlated with genotypic and functional differences. Moreover, transcriptome and proteome data cross-validated information on differentially expressed genes and proteins, demonstrating the utility of integrating omics data collected at various levels from the genome to phenome. Genome-scale *in silico *models can generate and validate hypotheses concerning cellular processes.

Derivatives of *E. coli *B have been the major workhorse for production of recombinant foreign proteins and various biomaterials, including biofuels in the labs and in industry [1,2]. Until now, the bioprocess optimization using B has been carried out in a rather trial-and-error manner. This inefficient approach has been unavoidable because of insufficient information about the metabolism and physiology of B. Therefore, the combined omics approach applied here to the cellular metabolism and physiology of *E. coli *B and K-12 strains should be pivotal in better understanding the underlying biological networks, and invaluable for designing strains with customized genomes and establishing rational fermentation strategies. Moreover, this omics-based systems approach will provide a framework for elucidating the phenetic characteristics of other organisms whose genomes are sequenced.

## Materials and methods

### Strains and culture conditions

*E. coli *B REL606 (F^- ^*mal^+ ^*l*^s ^T6^r ^str^r ^rm*_111 _*ara^-^*) was provided by Richard E Lenski, Michigan State University, and *E. coli *BL21(DE3) was obtained from F William Studier, Brookhaven National Laboratory. *E. coli *K-12 MG1655 was purchased from American Type Culture Collection (ATCC) and *E. coli *W3110 from the Korean Collection for Type Cultures (KCTC). Cells were grown in 250-ml flasks containing 100 ml LB medium or minimal R/2 medium (pH 6.8) supplemented with 10 g/L glucose in a shaking incubator at 37°C and 200 rpm. R/2 medium contains 2 g/L (NH_4_)_2_HPO_4_, 6.75 g/L KH_2_PO_4_, 0.85 g/L citric acid, 0.7 g/L MgSO_4_·7H_2_O, and 5 ml/L of a trace metal solution [34]. Trace metal solution contains 5 M HCl, 10 g/L FeSO_4_·7H_2_O, 2.25 g/L ZnSO_4_·7H_2_O, 1 g/L CuSO_4_·5H_2_O, 0.5 g/L MnSO_4_·5H_2_O, 0.23 g/L Na_2_B_4_O_7_·10H_2_O, 2 g/L CaCl_2_·2H_2_O, and 0.1 g/L (NH_4_)_6_MO_7_O_24_.

### Analytical procedures

Cell growth was monitored by measuring absorbance at 600 nm using an Ultrospec 3000 spectrophotometer (Amersham Biosciences, Uppsala, Sweden). The concentration of glucose and organic acids was determined by high-performance liquid chromatography (ProStar 210, Agilent Technologies, Santa Clara, CA, USA) with UV/visible-light (ProStar 320) and refractive index detectors (Shodex RI-71, Yokohama, Japan). A MetaCarb 87H column (300 × 7.8 mm; Varian) was eluted isocratically with 0.01 M H_2_SO_4 _at 60°C at a flow rate of 0.6 ml/minute.

### Genome analysis

Detailed procedures for genome sequencing and annotation of REL606 have been described previously [6]. RefSeq genome data for MG1655 as of 7 June 2006 [GenBank:NC_000913] were used for comparative genomic analysis. Alignments were generated by the MUMmer 3.19 package. Genomic segments specific to each genome were identified by selecting regions >2 kb that were not aligned to each other at the equivalent position. Pseudogenes in each genome caused by IS insertion, frameshift, or in-frame stop codons were checked using the homologous gene from the other genome by BLAST or CROSS_MATCH. Genomic islands in REL606 and MG1655 were identified as described previously [35]. Briefly, a gene was considered foreign if its G+C content (>1.5 σ) and codon usage (*P *< 0.05) were both aberrant. A genome scan was then performed using a ten-gene window, and regions containing four or more foreign genes were identified as genomic islands, with neighboring islands merged into larger ones.

### Construction of oligonucleotide microarray

Oligonucleotide microarrays were constructed in which both REL606 and MG1655 could be tested for the synthesis of both common and unique mRNAs. Probes (70-mers) were designed by Array Designer (Premier Biosoft International, Palo Alto, CA, USA) and cross-hybridization was checked by BLASTN. A total of 4,819 probes were synthesized by Illumina. The probes represented 3,762 genes that shared over 80 nucleotides of sequence between the two *E. coli *strains, 382 genes found uniquely in REL606, and 534 genes unique to MG1655. 

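The deposited table lists 4362 probes, 3719 with identifiers that start with CC, 311 with CB, 316 with CK and 16 with NC. The files do not say what the letters stand for. That CC marks genes of both strains, CB genes of REL606 and CK genes of MG1655 is an inference from the probe numbers and from the ratios. The median log2 ratio of REL606 to MG1655 at the exponential phase was 0.12 for CC, 1.23 for CB and -0.49 for CK probes. At that phase, 54.9% of the measured CB probes were at least 2-fold higher in REL606 and 5.45% were at least 2-fold higher in MG1655. Of the CK probes, 9.00% were higher in REL606 and 38.9% in MG1655, and of the CC probes 10.5% and 12.2%. At the stationary phase, the medians were 0.10 for CC, 0.78 for CB and 0.06 for CK probes, so that the CK median lay close to that of CC. A stationary ratio needs a value on an array that held only REL606 RNA. Only 184 CK probes had a stationary ratio, against 311 with an exponential one, so the stationary median covers a selected part of them. Of the CB probes, 40.5% were then higher in REL606 and 5.58% in MG1655, of the CK probes 14.7% and 22.3%, and of the CC probes 12.7% and 10.7%. The percentages are of probes that have a ratio. A spot left out for low intensity has none, and only 29.3% of the CB probes were measured on the dye-swap array of the exponential comparison of the strains.

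**Figure D1:**
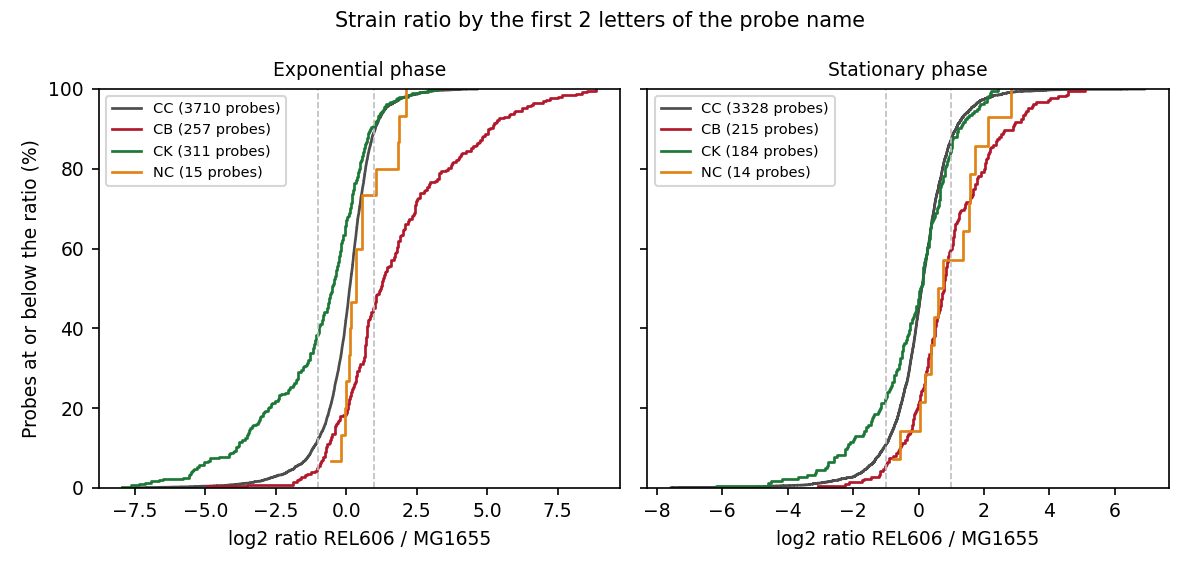
Cumulative share of probes (vertical axis, percent) at or below each log2 ratio of REL606 to MG1655 (horizontal axis) at the exponential and the stationary phase, with 1 line for each pair of first letters of the probe identifier and dashed lines at 2-fold. At the exponential phase the CB line lies to the right (median 1.23) and the CK line to the left (median -0.49) of the CC line (median 0.12).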

The remaining probes were positive and negative controls. The probes were spotted in duplicate onto a GAPSII glass slide (Corning Inc., Corning, NY, USA) by Digital Genomics in Seoul, Korea.

### Transcriptome analysis

The transcriptome of REL606 cells at the exponential growth stage was compared with that of MG1655 cells at the same stage, and with the transcriptome of both REL606 and MG1655 cells in stationary phase. Total RNA was isolated from cells grown in LB medium using the Qiagen RNeasy column (Valencia, CA, USA). Fluorescently labeled cDNA was synthesized by reverse transcription of total RNA with aminoallyl-dUTP and random primers followed by the coupling of Cy3 or Cy5 dyes (Amersham Pharmacia, Uppsala, Sweden). Hybridization and washes were performed according to the manufacturer's instructions (Digital Genomics, Seoul, Korea). The hybridized slides were scanned with GenePix 4000B (Molecular Devices, Sunnyvale, CA, USA) and the scanned images were analyzed by GenePix Pro 6.0. 

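The deposited values are log2 ratios with no further centring, and the median of each column shows what was left by the scaling to total signal. For MG1655 exponential over REL606 exponential RNA, the median over probes was -0.27 for both spots of the array with REL606 exponential RNA in Cy3, and 0.08 for both spots of the dye-swap array. For MG1655 stationary over REL606 exponential RNA, the medians were 0.0024 and -0.0003 on that first array and -0.19 and -0.30 on its dye swap. For REL606 stationary over exponential RNA, they were 0.04 and -0.03, and -0.19 and -0.21. The log base and the scaling come from the methods. The direction of the ratio is not stated in the table.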

Following background subtraction, spot signal intensities were calculated as percentages of total signal intensities of Cy3 or Cy5 signals on each microarray as a means of normalization. 

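Between 97 and 1445 of the 4362 probes had no value in a column of the table. Blank cells made up 3.63% of the array of REL606 and MG1655 exponential RNA that carried REL606 in Cy3, and 21.8% of its dye swap. For REL606 exponential against MG1655 stationary RNA these shares were 9.78% and 31.2%, and for REL606 exponential against stationary RNA they were 15.7% and 28.6%. The intensity below which a spot was left out is not stated in the methods, and spot intensities were not used here.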

Spots with low intensities were excluded. All microarray experiments were performed in duplicate with dye-swapping. 

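All 4 values were present for 3325 probes in the comparison of the strains at the exponential phase, for 2856 in that of REL606 exponential with MG1655 stationary RNA and for 2991 in that of the REL606 phases. A mean over 2 values was taken for 714, 861 and 547 probes, over 3 values for 122, 200 and 123, and the only value was used for 132, 127 and 153. No value was present for 69, 318 and 548 probes.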

The log_2 _of the intensity ratio with the two dyes for each spot was calculated from up to four values from the duplicated spot on the microarray and the dye-swap experiment. The microarray experiments were highly reproducible: the correlation coefficients between the same spots in each microarray experiment were about 0.98 and correlations between dye-swap paired microarrays were over 0.91. 

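Across probes, Pearson's r between the duplicate spots of an array was 0.990 and 0.998 on the 2 arrays of the REL606 phases, 0.989 and 0.996 on those of the strains at the exponential phase, and 0.990 and 0.998 on those of REL606 exponential and MG1655 stationary RNA. Between the dye-swap arrays, with the 2 spots of each averaged, r was 0.947 for the REL606 phases (3127 probes), 0.872 for the strains at the exponential phase (3450 probes) and 0.919 for REL606 exponential and MG1655 stationary RNA (3069 probes). Spearman's rho moved the correlation of the strains at the exponential phase most, to 0.793. Probes are not independent replicates, and these correlations describe the arrays. The 2 arrays differed by at least 2-fold for 286 probes in the comparison of the REL606 phases, for 453 in that of the strains at the exponential phase and for 635 in that of REL606 exponential with MG1655 stationary RNA.

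**Figure D2:**
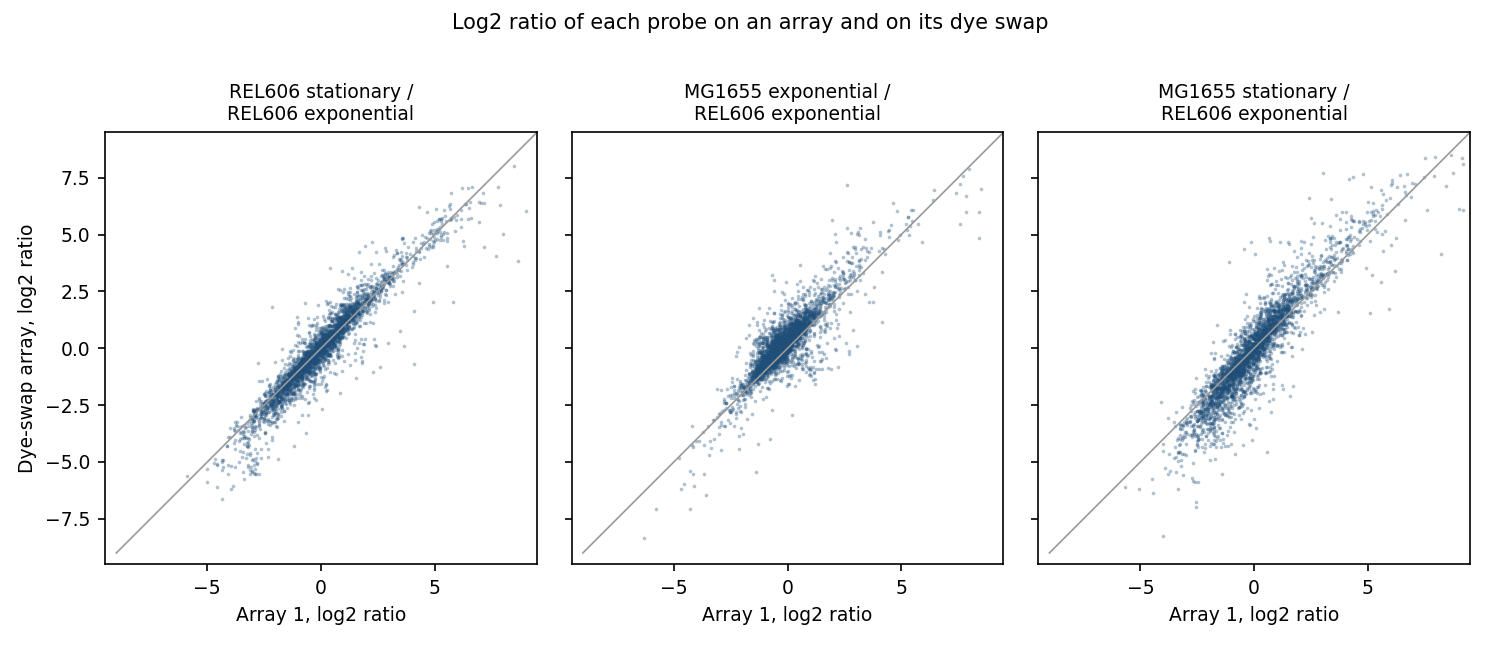
Log2 ratio of each probe on the array with REL606 exponential RNA in Cy3 (horizontal axis) and on its dye swap (vertical axis) for each of the 3 comparisons, with 1 point per probe measured on both arrays and a line of equality. The correlation is highest for the REL606 phases (r 0.947) and lowest for the strains at the exponential phase (r 0.872).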

Genes showing growth stage-specific differences in expression levels of ≥2- or ≤0.5-fold were considered to be differentially expressed genes. 

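Between the growth phases of REL606, 1944 of 3814 measured probes differed by at least 2-fold, of which 982 were higher at the stationary phase and 962 at the exponential phase. In MG1655, whose phases were compared through REL606 exponential RNA, 1919 of 4013 probes differed, 1057 higher at the stationary and 862 at the exponential phase. When each dye orientation had to pass 2-fold, 647 probes were higher at the stationary phase and 811 at the exponential phase in REL606, and 564 and 565 in MG1655, of which 1125 together are among the 1919. The median SD between orientations was 0.19 log2 units in REL606 and 0.29 in MG1655. Among probes measured in both strains, 1146 differed between the phases in the same direction in both strains and 85 in opposite directions, while 672 passed 2-fold in REL606 only and 539 in MG1655 only. Across these probes, r between the phase ratios of the strains, which share no array, was 0.721.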

The microarray data have been deposited at the Gene Expression Omnibus (GEO) [36] under accession number GSE13011.

### Proteome analysis

Whole cellular, outer membrane, and extracellular proteins were extracted and analyzed by two-dimensional electrophoresis using the IPGphor isoelectric focusing system (GE Healthcare (Waukesha, WI, USA) and a Protean II xi electrophoresis cell (Bio-Rad, Hercules, CA, USA) as described previously [37] (see detailed procedures in Supplementary methods in Additional file 1). For protein identification, samples were prepared as described previously [38]. Briefly, gel pieces were proteolysed with 0.02 μg/μl modified trypsin (Promega, Madison, WI, USA) in 40 mM ammonium bicarbonate overnight at 37°C. Tryptic peptides (10 μl aliquots) were analyzed with a nano-liquid chromatography/mass spectrometry system consisting of an Ultimate HPLC system (LC Packings, Sunnyvale, CA, USA) and a quadrupole-time-of-flight mass spectrometry (Micromass, Milford, MA, USA) equipped with a nano-electrospray ionization source, as described previously [37]. The resulting tryptic peptide fragment data were analyzed using the MASCOT search server [39] for identification of protein spots. Reference databases for the identification of target proteins were an in-house *E. coli *B database, UniProt Knowledgebase [40], and NCBI [41].

### Phenome analysis

PM tests on REL606 and MG1655 strains were carried out essentially as described previously [42]. The PM plates (Biolog Inc., Hayward, CA, USA) consisted of 20 96-well microplates containing different sources of carbon (PM1 and PM2), nitrogen (PM3), phosphorus and sulfur (PM4), auxotrophic supplements (PM5 to PM8), or salt (PM9). The PM10 plate tests a pH stress, and plates PM11 to PM20 contain inhibitory compounds such as antibiotics, antimetabolites, and other inhibitors. Cells were grown on BUG+B agar overnight at 37°C. Colonies were picked from the agar surface and suspended in inoculating fluid containing the indicator dye tetrazolium violet. IF-0 inoculating fluid was used for plates PM1 to PM8 and IF-10 fluid for plates PM9 to PM20. Disodium succinate and ferric citrate were added to the inoculation solutions of plates PM3 to PM8. All PM plates were inoculated with cell suspensions at 100 μl/well and incubated at 37°C for 48 h in an OmniLog incubator (Biolog Inc.). For each well, the unitless areas beneath the growth-time curves for REL606 and MG1655 were determined by OmniLog-PM software and were averaged for four PM tests. These values were then subtracted from that of the negative control. Four independent tests were performed on each strain.

### Metabolic network reconstruction and flux balance analysis

Based on the metabolic network model of MG1655 (iAF1260) and genome annotation of REL606 [6], reactions that depend on MG1655-specific genes and pseudogenes were excluded from the metabolic network model for REL606. In addition, reactions that should be turned off by REL606-specific regulation were determined using the regulatory network model for MG1655 constructed by Covert *et al*. [13]. Reactions unique to REL606 were identified by genome annotation and added to the metabolic network model for it.

FBA [43] was used to predict cell growth on various substrates using the reconstructed metabolic network for REL606 and iAF1260 for MG1655. The predicted cell growth was compared with the results from the PM tests [13]. Pre-specified uptake rates of each carbon source (8 mmol/gDCW/h) and oxygen (18.5 mmol/gDCW/h) were used for prediction of cell growth on PM plates testing carbon source utilization (PM1 and PM2). To predict cell growth on PM plates testing utilization of nitrogen (PM3), phosphate (PM4), and sulfur (PM4) sources, the uptake rate of each source (8 mmol/gDCW/h), succinate uptake rate (8 mmol/gDCW/h), and oxygen uptake rate (18.5 mmol/gDCW/h) were prespecified for FBA using the metabolic network models of REL606 and MG1655. The biomass objective function core [15] was used as an objective function. Cell growth on various media conditions was determined by the GNU linear programming kit [44].

## Abbreviations

FBA: flux balance analysis; COG: Clusters of Orthologous Group of proteins; IS: insertion sequence; LB: Luria-Bertani; LPS: lipopolysaccharide; PM: phenotype microarray;T2S: type II secretion; TA: toxin-antitoxin; TCA: tricarboxylic acid.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JFK conceived, organized and supervised the project, and analyzed the omics information; SHY designed DNA microarray and phenotype microarray experiments, and analyzed and accessed the biological significance of genome, transcriptome, proteome, and phenome data; M-JH and X-XX designed and performed proteome experiments, and analyzed the data; HJ contributed to analyzing the genomic differences between B and K-12; CHL reconstructed the metabolic model of B and performed *in silico *complementation tests; JHS performed the phylogenetic analysis of type II secretion systems; SYL and TKO participated in conceiving the project and analyzing the biological implications of omics data; SHY and M-JH wrote the manuscript; and JFK, SYL, and D-HL revised the draft. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Supplementary Methods, Figures S1 to S4, Tables S1 to S5, and Supplementary References**. Supplementary Methods: preparation of whole cellular, membrane and extracellular proteins, two-dimensional gel electrophoresis and image analysis, and metabolite abbreviations in Figure 4. Figure S1: growth curves of *E. coli *B strains (REL606 and BL21(DE3) and K-12 strains (MG1655 and W3110) in complex LB medium and minimal R/2 medium supplemented with 10 g/l glucose. Figure S2: total cellular, outer membrane, and extracellular proteomes of the *E. coli *strains. Figure S3: phenotype microarray comparison of *E. coli *B REL606 and K-12 MG1655. Figure S4: phylogenetic position of two T2S systems in *E. coli *B REL606. Table S1: pseudogene comparison between *E. coli *B REL606 and K-12 MG1655. Table S2: genes that were highly expressed at both the exponential and stationary growth phases during growth of *E. coli *B REL606 and K-12 MG1655 in LB medium. Table S3: proteins exhibiting significant quantitative differences between *E. coli *B and K-12 strains. Table S4: metabolic reactions modified in the metabolic network model for *E. coli *B REL606 compared to the model for *E. coli *K-12 MG1655. Table S5: phenotypic differences of *E. coli *B REL606 and K-12 MG1655 in PM1 and PM2 and *in silico *predictions of cell growth on each carbon source. Supplementary References. Click here for file

# Supplementary material for: Comparative multi-omics systems analysis of Escherichia coli strains B and K-12
**Source:** Genome Biol. 2012 May 25;13(5):R37. doi: 10.1186/gb-2012-13-5-r37
**Supplement:** Additional file 1 — Supplementary Methods, Figures S1 to S4, Tables S1 to S5, and Supplementary References. Supplementary Methods: preparation of whole cellular, membrane and extracellular proteins, two-dimensional gel electrophoresis and image analysis, and metabolite abbreviations in Figure 4. Figure S1: growth curves of E. coli B strains (REL606 and BL21(DE3) and K-12 strains (MG1655 and W3110) in complex LB medium and minimal R/2 medium supplemented with 10 g/l glucose. Figure S2: total cellular, outer membrane, and extracellular proteomes of the E. coli strains. Figure S3: phenotype microarray comparison of E. coli B REL606 and K-12 MG1655. Figure S4: phylogenetic position of two T2S systems in E. coli B REL606. Table S1: pseudogene comparison between E. coli B REL606 and K-12 MG1655. Table S2: genes that were highly expressed at both the exponential and stationary growth phases during growth of E. coli B REL606 and K-12 MG1655 in LB medium. Table S3: proteins exhibiting significant quantitative differences between E. coli B and K-12 strains. Table S4: metabolic reactions modified in the metabolic network model for E. coli B REL606 compared to the model for E. coli K-12 MG1655. Table S5: phenotypic differences of E. coli B REL606 and K-12 MG1655 in PM1 and PM2 and in silico predictions of cell growth on each carbon source. Supplementary References.

## ADDITIONAL MATERIAL

### Supplementary Methods

#### **Preparation of whole cellular, membrane and extracellular proteins**

To extract whole cellular proteins, cells were harvested by centrifugation for 5 min at  $3500 \times g$  and  $4^\circ\text{C}$ , and washed four times with low-salt washing buffer (3 mM KCl, 1.5 mM  $\text{KH}_2\text{PO}_4$ , 68 mM NaCl, and 9 mM  $\text{NaH}_2\text{PO}_4$ ). The pellet was then resuspended in 600  $\mu\text{l}$  of a buffer containing 10 mM Tris-HCl (pH 8.0), 1.5 mM  $\text{MgCl}_2$ , 10 mM KCl, 0.5 mM DTT, and 0.1% SDS. One  $\mu\text{l}$  of this sample was mixed with 60  $\mu\text{l}$  of a solution consisting of 8 M urea, 4% (w/v) CHAPS, 40 mM Tris, 65 mM DTT, and a trace of bromophenol blue, centrifugated at  $12,000 \times g$  for 15 min at  $15^\circ\text{C}$ , and collected the supernatant containing whole cellular proteins.

For fractionation of outer membrane proteins, culture broth (3 ml) was centrifuged at  $3500 \times g$  for 5 min at  $4^\circ\text{C}$ , and the pellet was washed with 1 ml of 10 mM  $\text{Na}_2\text{HPO}_4$  buffer (pH 7.2), followed by centrifugation at  $3500 \times g$  for 5 min at  $4^\circ\text{C}$ . The cell pellet was resuspended in 0.5 ml of 10 mM  $\text{Na}_2\text{HPO}_4$  buffer (pH 7.2). Crude extracts of *E. coli* cells were prepared by three cycles of sonication (each for 20 s at 15% of maximum output; high-intensity ultrasonic liquid processors; Sonics & Material Inc.). Partially disrupted cells were first removed by centrifugation of sonicated samples at  $12,000 \times g$  for 2 min at room temperature. Membrane proteins and lipid layers were isolated by centrifugation at  $12,000 \times g$  for 30 min at  $4^\circ\text{C}$ , followed by resuspension in 0.5 ml of 0.5% (w/v) sarcosyl in 10 mM  $\text{Na}_2\text{HPO}_4$  buffer (pH 7.2). After incubation at  $37^\circ\text{C}$  for 30 min, the insoluble pellet containing membrane proteins was obtained by centrifugation at  $12,000 \times g$  for 30 min at  $4^\circ\text{C}$ . Membrane proteins were obtained by washing the insoluble pellet with 10 mM  $\text{Na}_2\text{HPO}_4$  buffer (pH 7.2) followed by resuspending in 50  $\mu\text{l}$  of Tris-EDTA buffer (pH 8.0).

For preparation of extracellular proteins, cells were removed by centrifugation at  $3500 \times g$  for 5 min at  $4^\circ\text{C}$ . The clear supernatant was collected, passed through a  $0.22 \mu\text{m}$  filter, mixed with equal volume of cold 20% (w/v) TCA (trichloroacetic acid; Sigma) in acetone and kept at  $-20^\circ\text{C}$  for 1 h. The precipitate was collected by centrifugation at  $13,000 \times g$  for 30 min at  $4^\circ\text{C}$ . The precipitated protein was further washed with acetone to remove traces of TCA, and acetone was finally removed by speed vacuum treatment. The protein pellets were resolubilized in sample rehydration buffer (8 M urea, 2% (w/v) CHAPS, 20 mM DTT, 1% (v/v) cocktail protease inhibitor (Complete Mini EDTA-free; Roche Diagnostics GmbH) and 0.8% (v/v) IPG buffer (Amersham Biosciences). Insoluble materials were removed by centrifugation at  $13,000 \times g$  for 10 min. The supernatant was collected, and total soluble protein concentration was measured using the Bradford method (Bradford, 1976). The resulting solution was stored at  $-80^\circ\text{C}$  for 2-DE analysis. Total nucleic acids in culture supernatants were measured fluorimetrically using the fluorescent dye bisBenzimide (Sigma; St. Louis, MO) (Moe et al, 1994). No detectable nucleic acids were presented in the culture supernatant, indicating that extracellular protein accumulation is not caused by simple cell lysis, but by a mechanism causing specific release of selected host-cell proteins into the environment.

#### **2-DE and image analysis**

Proteins (100 or 200  $\mu\text{g}$ ) were diluted with sample rehydration buffer and carefully loaded onto the IPG strips (18-cm, pH 3-10 NL; Amersham Biosciences). The loaded IPG strips were rehydrated for 12 h and focused at  $20^\circ\text{C}$  for 15 min at 250 V, followed by 8,000 V until a total of 60 kV·h was reached. The strips were equilibrated for 15 min in the equilibration buffer I (6 M urea, 0.375 M Tris-HCl (pH 8.8), 20% (w/v) glycerol, 2% (w/v) SDS, and 130 mM DTT), followed by incubation in the equilibration buffer II (6 M urea, 0.375 M Tris-HCl (pH 8.8), 20% (w/v) glycerol, 2% (w/v) SDS, and 135 mM iodoacetamide) for 15 min, and then placed on 12% (w/v) SDS-PAGE gels as described by Laemmli (Laemmli, 1970). Proteins spots were visualized using a silver staining kit (Amersham Biosciences) and the stained gels

were scanned by a UMAX PowerLook 2100XL Scanner (UMAX Technologies, Inc.). PDQuest 2-D Analysis Software (Bio-Rad) was used to automate the process of finding protein spots within the image. To check the reproducibility, 2-DE experiment was carried out in triplicate for independent samples taken from flask cultures.

#### Metabolite abbreviations in Figure 4.

##### *Intracellular metabolites*

##### *Substrates in PM wells*

## Supplementary Figures

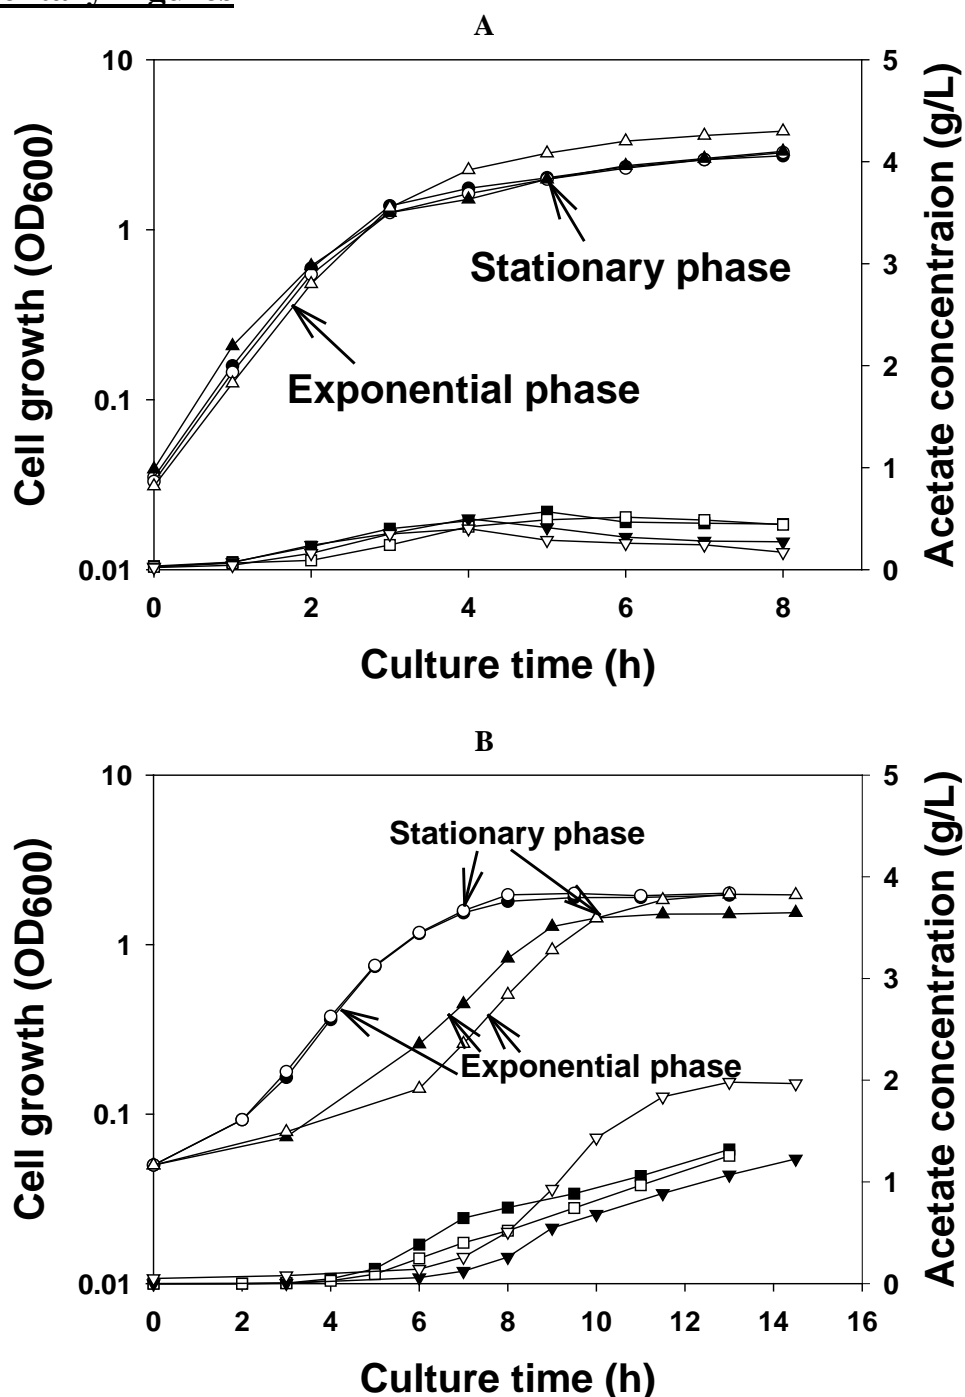

**Figure S1.** Growth curves of *E. coli* B strains (REL606 (●) and BL21(DE3) (○)) and K-12 strains (MG1655 (▲) and W3110 (△)) in complex LB medium (A) and minimal R/2 medium supplemented with 10 g/L glucose (B). Bacterial cells cultured in LB medium were harvested at exponential and stationary phases for transcriptome and proteome analyses. Triplicate growth cultures were tested. Acetate accumulation in the culture broth is shown (REL606 (■), BL21(DE3) (□), MG1655 (▼) and W3110 (▽)). Accumulation of succinic, formic, pyruvic, and lactic acid was similar between B and K-12 strains (data not shown).

A

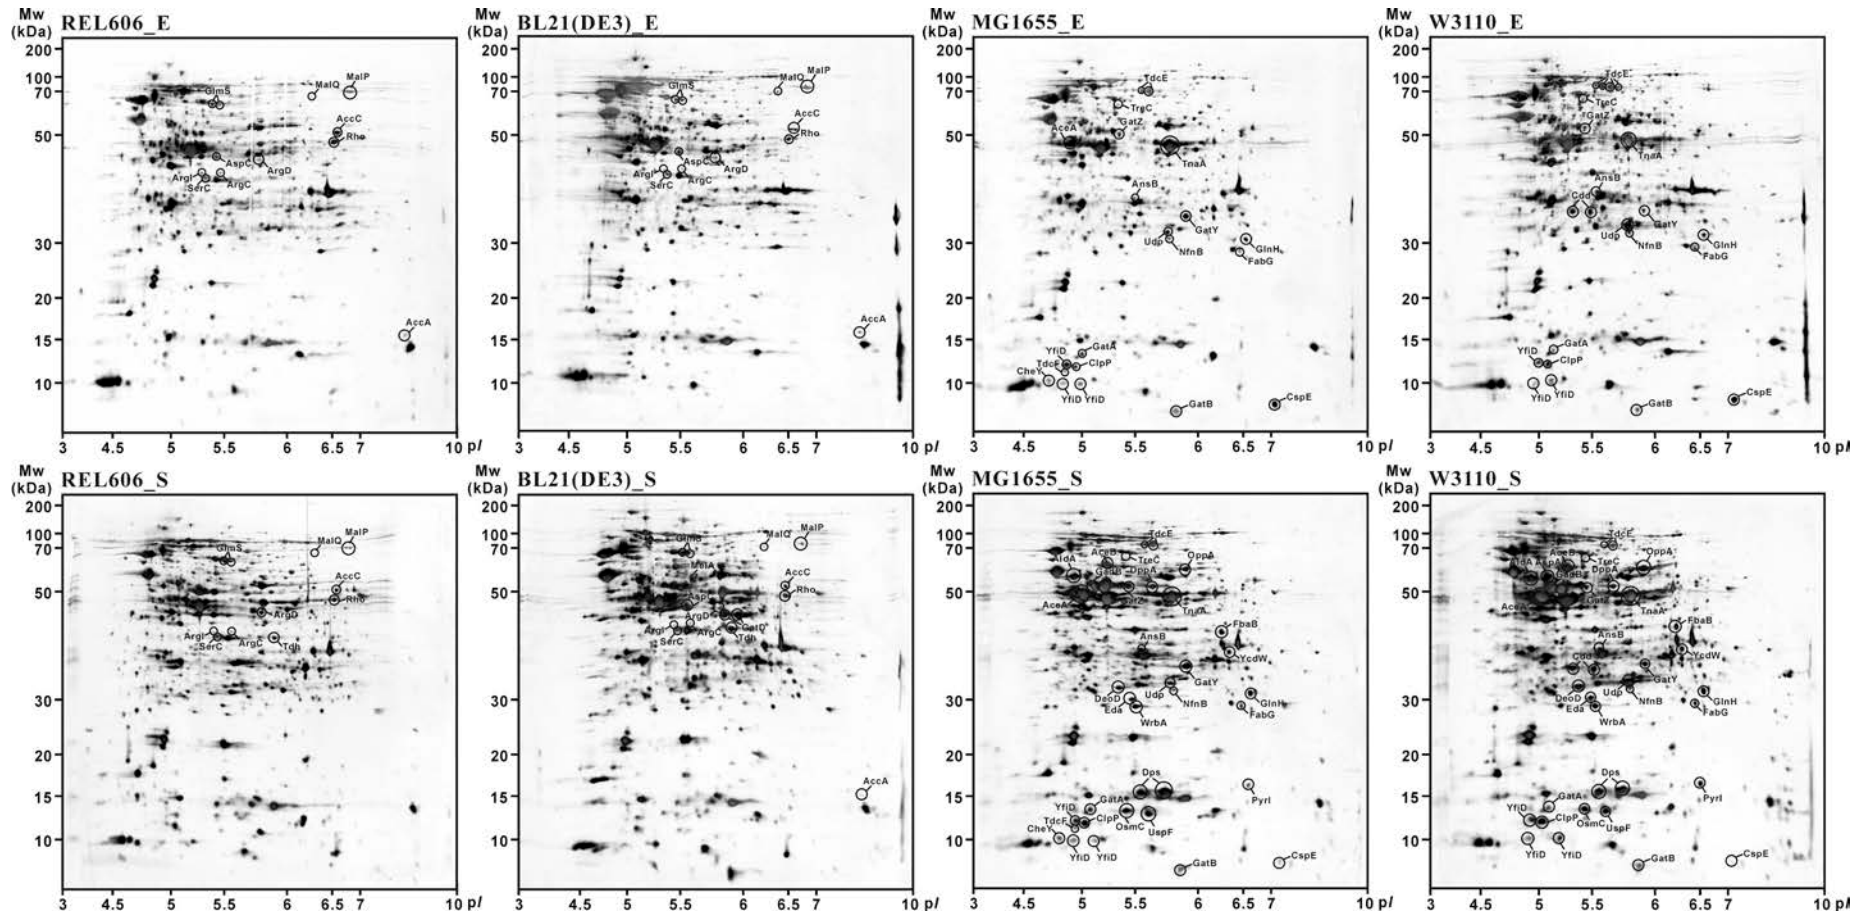

**Figure S2.** Total cellular, outer membrane, and extracellular proteomes of the *E. coli* strains. **(A)** 2-D gels of whole cellular proteins of *E. coli* B strains (REL606 and BL21(DE3)) and K-12 strains (MG1655 and W3110) during the exponential (upper panels) and stationary phase (lower panels) in LB medium. Proteins that show significantly different levels are indicated by circles on each 2-D gel. **(B)** SDS-PAGE of outer membrane proteins of *E. coli* B and K-12 strains cultured in LB medium. Lane M, protein marker; lane 1, BL21(DE3); lane 2, W3110; lane 3, REL606; lane 4, MG1655. Well-separated OMPs are shown in the lower panel. **(C)** 2-D gels of extracellular proteins of *E. coli* strains at the stationary phase. Extracellular proteins were precipitated from the supernatant of *E. coli* cells grown in defined medium flask cultures. The positions of identified proteins are indicated.

B

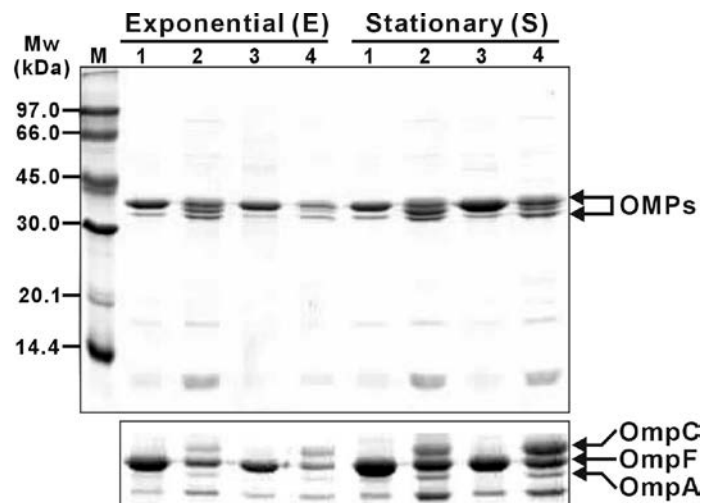

C

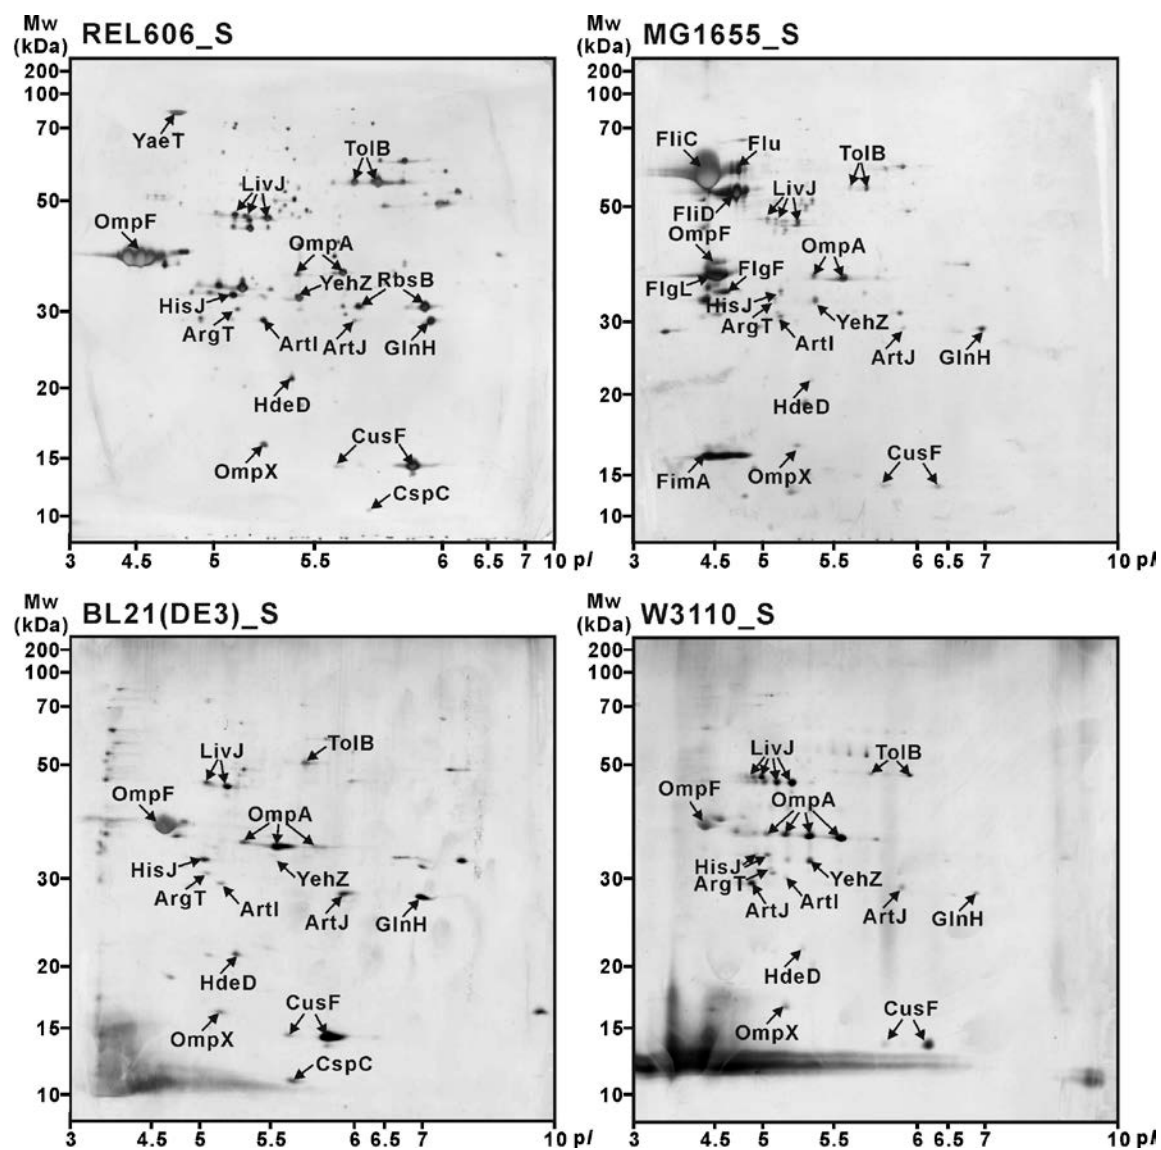

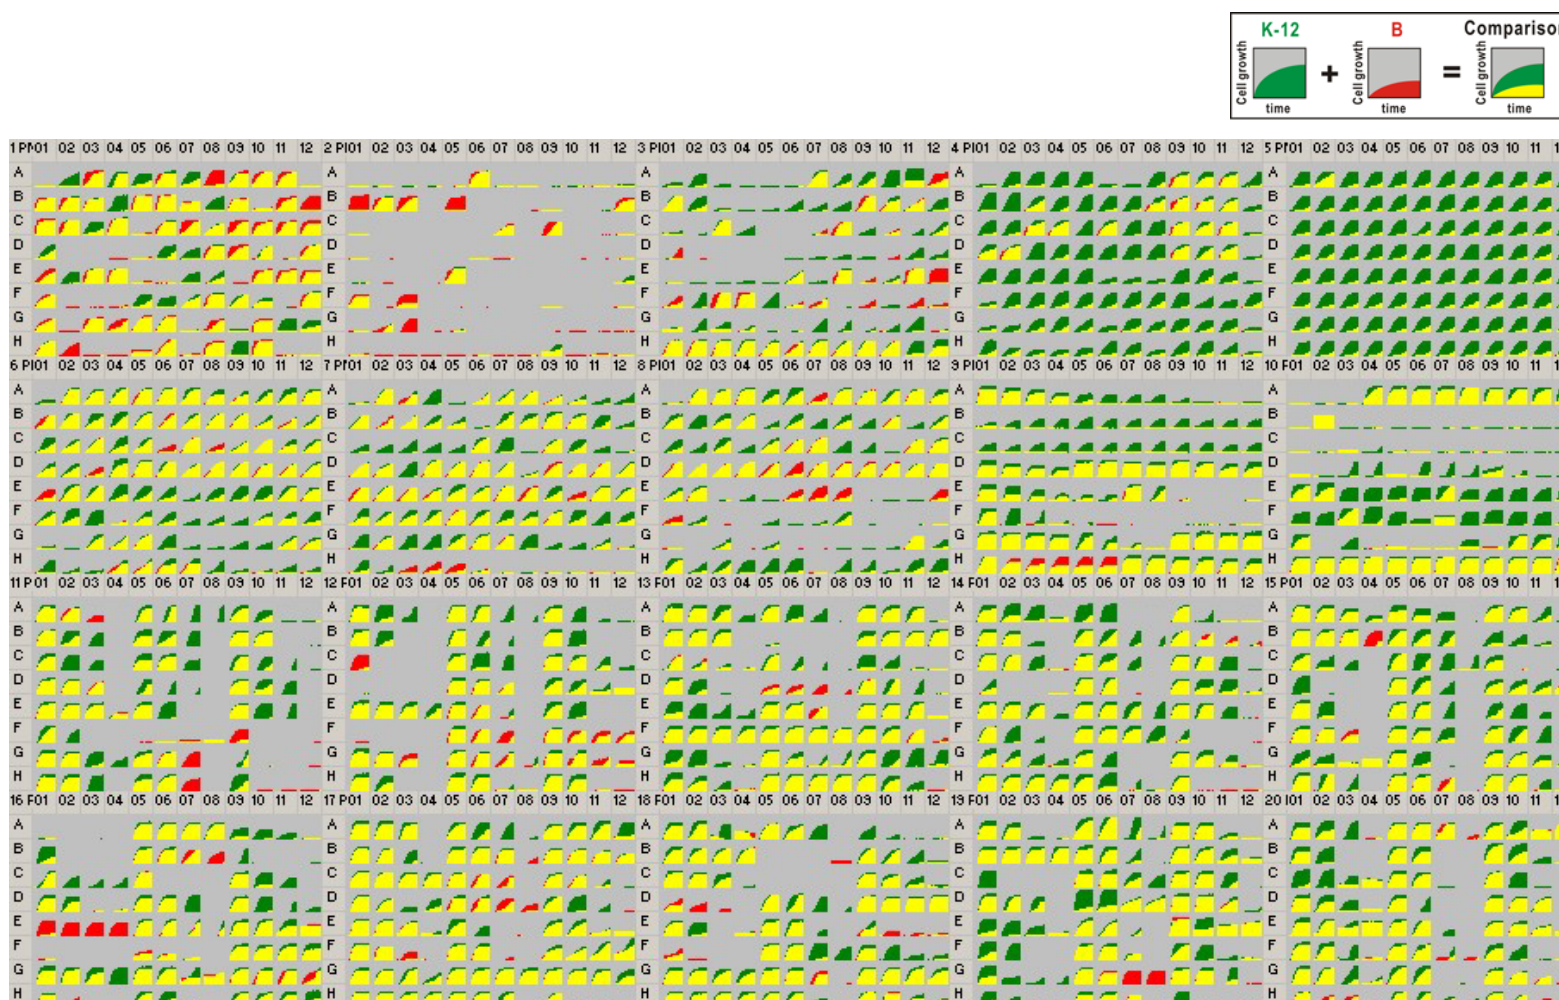

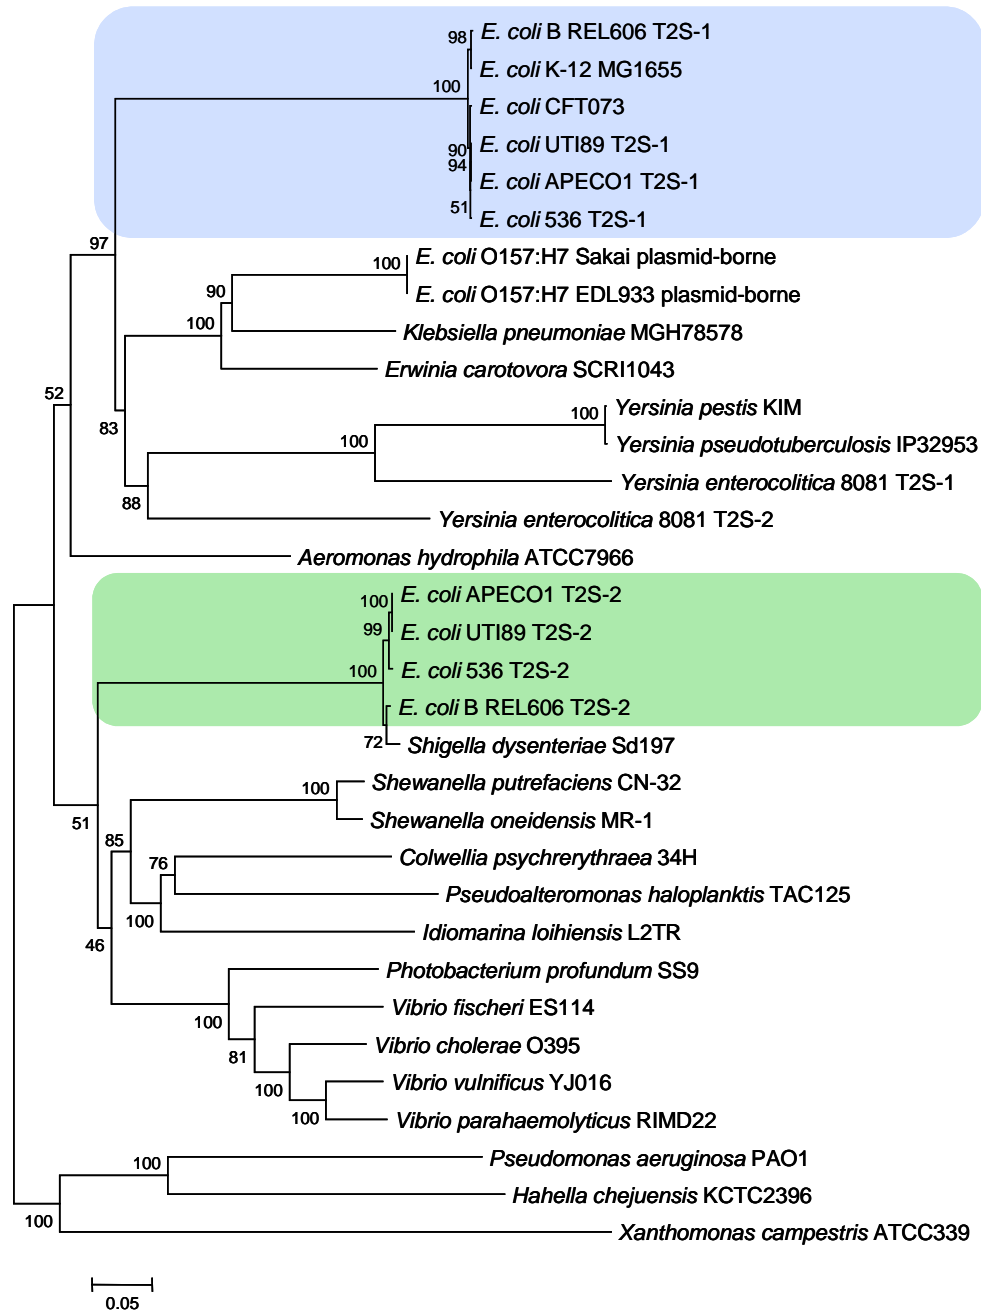

**Figure S4.** Phylogenetic position of two type II secretion (T2S) systems in *E. coli* B REL606. The phylogenetic tree was inferred from concatenated alignments of four proteins in the T2S system encoding outer membrane secretin (*gspD*), cytoplasmic ATPase (*gspE*), transmembrane protein (*gspF*), and major pseudopilin (*gspG*). Each gene from two T2S systems of REL606 was used as the query in BLASTP searches against the set of ORFs from each of the sequenced genomes of  $\gamma$ -proteobacteria. Multiple alignment of the concatenated sequences was performed by Clustal W, and was subject to the neighbor-joining method to draw a phylogenetic tree by MEGA 4.1 (<http://www.megasoftware.net/>). In the tree, the common T2S homologs of *E. coli* and other genera in the Enterobacteriaceae formed a single clade, whereas the sequence of the additional T2S in B was grouped in the branch of secondary T2S clusters and those in bacteria other than the Enterobacteriaceae.

## Supplementary Tables

**Table S1.** Pseudogene comparison between *E. coli* B REL606 and K-12 MG1655.

<sup>a</sup> Genes were classified as follows; **A**, absent from the genome or no ortholog exists; **C**, complete; **P**, declared as pseudo in "pseudo" qualifier of MG1655 GenBank flat file (gbk) or disrupted by either frameshift, in-frame stop codon, or IS insertion in REL606; **Pa**, pseudogene information in the product description of MG1655 gbk while not given "pseudo" qualifier explicitly; **Pb**, described as predicted pseudogene by MG1655 gbk; **Pc**, predicted to be pseudogene by sequence comparison with its ortholog. MG1655 gbk as of Sep-2006 (GI:49175990) was used for the analysis.

Note that neighboring genes (*glvB*-*glvC*, *ybfG*-*ybfH*, *yogG*-*yogH*, and *yfcT*-*yfcU*) are fused in REL606, but are separately present in MG1655.

**Table S2.** Genes that were highly expressed both at the exponential and stationary growth phases during growth of *E. coli* B REL606 and K-12 MG1655 in LB medium.

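Table S2 gives for each gene a log2 ratio at the exponential and one at the stationary phase. From the table, 117 pairs were read, 57 of them positive and 60 negative in both phases. For 102 pairs at least 1 of the probes measured in both phases had means within 0.05 log2 units of both printed values, 82 of them by 1 probe and 20 by several, and 15 pairs were met by none. In 1000 rounds with the stationary values exchanged among genes of the same sign, a median of 27 and at most 42 pairs were met. The match is by value, and no probe takes a gene's name from it.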

Genes showing transcription level of  $\geq 2$  fold (or  $\leq 0.5$  fold) both at the exponential and stationary phases were considered as highly expressed in MG1655 (or highly expressed in REL606). Function-unknown genes were not denoted for the simplicity.

<sup>a</sup>Functional categories by Clusters of Orthologous Groups (<http://www.ncbi.nlm.nih.gov/COG/>). Abbreviations: AA, amino acid transport and metabolism; CA, carbohydrate transport and metabolism; CC, cell cycle control, cell division, chromosome partitioning; CM, cell motility; CW, cell wall/membrane/envelope biogenesis; CT, coenzyme transport and metabolism; EP, energy production and conversion; FU, function unknown; II, inorganic ion transport and metabolism; IT, intracellular trafficking, secretion and vesicular transport; LT, lipid transport and metabolism; NT, nucleotide transport and metabolism; PM, posttranslational modification, protein turnover, chaperones; RE, replication, recombination and repair; SM, secondary metabolites biosynthesis, transport and catabolism; ST, signal transduction mechanisms; TR, transcription; TL, translation, ribosomal structure and biogenesis; -, not assigned

<sup>b</sup>Fold change denotes log<sub>2</sub>-transformed transcription ratio of B REL606 to K-12 MG1655 at exponential stage (B\_E versus K12\_E) and stationary growth phase (B\_S versus K12\_S).

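The direction of the deposited ratios was set from these pairs. With the columns turned to REL606 over MG1655, the probes met most of the pairs, and with the sign of both ratios turned they met 24 of 117.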

**Table S3.** Proteins exhibiting significant quantitative differences between *E. coli* B and K-12 strains.

---

cA)

<sup>a</sup>The gene name, accession number, description of identified proteins are from ExPASy Proteomics Server (<http://kr.expasy.org/>). The search is performed on the current UniProt Knowledgebase release (Swiss-Prot and TrEMBL). Calculated pI and MW are from ExPASy Proteomics Server.

<sup>b</sup>Fractionation is a method of proteins preparation to find their subcellular localization; WC, whole cellular proteins; OM, outer membrane proteins; and EC, extracellular proteins.

<sup>c</sup>The score is from MASCOT search results of Matrix science (<http://www.matrixscience.com/>). Individual ions scores > 26 indicate identity or extensive homology ( $p < 0.05$ ).

<sup>d</sup>Fold differences were calculated from at least triplicate spots. All proteins are statistically significant with  $p$  values of  $< 0.05$ . Spots that were only detected in the *E. coli* REL606 or BL21(DE3) were arbitrarily assigned a fold difference of +100 and spots detected only on *E. coli* MG1655 or W3110 were assigned a fold difference of -100. ND indicates no detection on 2-D gels.

**Table S4.** Metabolic reactions modified in the metabolic network model for *E. coli* B REL606 as compared to the model for *E. coli* K-12 MG1655.

Abbreviations and detailed information can be found in the previous paper reporting metabolic network model of *E. coli* K-12 MG1655 (Feist et al, 2007).

Eleven compounds were added and their names and chemical formulas are as follows: rbl-D (D-ribulose, C<sub>5</sub>H<sub>10</sub>O<sub>5</sub>), arab-D (D-arabinose, C<sub>5</sub>H<sub>10</sub>O<sub>5</sub>), 4hpa (4-hydroxyphenylacetate, C<sub>8</sub>H<sub>8</sub>O<sub>3</sub>), 34dhpl (3,4-dihydroxyphenylacetate, C<sub>8</sub>H<sub>8</sub>O<sub>4</sub>), 2h5cmmsa (2-hydroxy-5-carboxymethylmuconate semialdehyde, C<sub>8</sub>H<sub>8</sub>O<sub>6</sub>), 5c2hm (5-carboxymethyl-2-hydroxymuconate, C<sub>8</sub>H<sub>8</sub>O<sub>7</sub>), 5c2o3e (5-carboxy-2-oxohept-3-enedioate, C<sub>8</sub>H<sub>8</sub>O<sub>7</sub>), 2hh24d (2-hydroxyhepta-2,4-dienedioate, C<sub>7</sub>H<sub>8</sub>O<sub>5</sub>), 2o3e (2-oxohept-3-enedioate, C<sub>7</sub>H<sub>8</sub>O<sub>5</sub>), 24dhh2ed (2,4-dihydroxyhept-2-enedioate, C<sub>7</sub>H<sub>10</sub>O<sub>6</sub>), acgal6p (N-acetyl-D-galactosamine 6-phosphate, C<sub>8</sub>H<sub>14</sub>NO<sub>9</sub>P)

**Table S5.** Phenotypic differences of *E. coli* B REL606 and K-12 MG1655 in PM1 and PM2 and *in silico* predictions of cell growth on each carbon source.

\*In each well, the unitless areas beneath growth-time curves for REL606 and MG1655 were calculated by OmniLog-PM software and were averaged for four PM tests. The areas were then subtracted from that of negative control.

<sup>†</sup>For the comparison with in silico cell growth, we considered cell growth, the experimental phenotype was considered as ‘high growth’ if the growth-area is over 100, ‘low growth’ if over 13, otherwise, the condition was assigned ‘no growth’. The threshold for ‘no growth’ was chosen based on the standard deviation of the growth area where REL606 grew on L-arabinose.

<sup>‡</sup>In silico prediction of cell growth on each carbon source was made by flux balance analysis: ‘-’ (no growth), ‘+’ (growth)

<sup>a</sup>Inability of B to use L-arabinose is due to nonsynonymous substitutions in the L-arabinose isomerase gene (*araA*). Note that the mutation in *araA* was induced by MNNG (N-methyl-N'-nitro-N-nitrosoguanidine) in *E. coli* Bc251, the ancestor of REL606. Thus, inability of using L-arabinose is not a property of B strains in general (Jeong et al, 2009).

<sup>b</sup>Growth defects of B strain on C<sub>4</sub>-dicarboxylates (bromo-succinic acid, succinic acid, fumaric acid, D-malic and L-malic acids, m-tartaric acid, and L-aspartic acid) may be attributed to inactivation of *dcuS* by a frameshift mutation. DcuS is a sensor kinase of the two-component system DcuSR that permits the utilization of external C<sub>4</sub>-dicarboxylates (Golby et al, 1999).

<sup>c</sup>The growth defect of K-12 on L-proline seems to be caused by disruption of two putative transporters, *ycdN* adjacent to the proline symporter gene (*putP*) and

*ygaY* adjacent to the proline ABC transporter operon (*proVWX*).

<sup>d</sup>Genes for galactitol transport and metabolism were highly expressed at both the mRNA level (*gatYZC*) and the protein level (GatYZAB) in K-12. This can be because *gatR* which is a repressor of the *gat* genes is truncated in K-12 but intact in B.

<sup>e</sup>K-12 did not grow on the amino sugar N-acetyl-D-galactosamine because of a deletion of the *aga* cluster between *agaW* and *agaA* (Brinkkotter et al, 2000).

<sup>f</sup>Interruption of the L-fuculose-1-phosphate aldolase gene (*fucA*) by *IS1* insertion and loss of the L-fucose transporter gene (*fucP*) are responsible for the growth defect of B on L-fucose.

<sup>g</sup>Growth of B strain on D-arabinose can be explained by the existence of a specific gene cluster for utilization of D-arabinose (Elsinghorst & Mortlock, 1994).

<sup>h</sup>Insertional mutation of a gene (*xylG*) encoding a subunit of the D-xylose transporter evidently caused the growth defect of B on D-xylose.

<sup>i</sup>B genome has *hpa* cluster for degradation of 3- and 4- hydroxy phenyl acetic acid.

## **Supplementary References**

Bradford MM (1976) A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. *Anal Biochem* **72**: 248-254

Brinkkotter A, Kloss H, Alpert C, Lengeler JW (2000) Pathways for the utilization of N-acetyl-galactosamine and galactosamine in *Escherichia coli*. *Mol Microbiol* **37**: 125-135

Elsinghorst EA, Mortlock RP (1994) Molecular cloning of the *Escherichia coli* B L-fucose-D-arabinose gene cluster. *J Bacteriol* **176**: 7223-7232

Golby P, Davies S, Kelly DJ, Guest JR, Andrews SC (1999) Identification and characterization of a two-component sensor-kinase and response-regulator system (DcuS-DcuR) controlling gene expression in response to C<sub>4</sub>-dicarboxylates in *Escherichia coli*. *J Bacteriol* **181**: 1238-1248

Laemmli UK (1970) Cleavage of structural proteins during the assembly of the head of bacteriophage T4. *Nature* **227**: 680-685

Moe D, Garbarsch C, Kirkeby S (1994) The protein effect on determination of DNA with Hoechst 33258. *J Biochem Biophys Methods* **28**: 263-276

How the deposited data were processed for this re-analysis (not part of the article)

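Transcript levels of the *E. coli* strains REL606 (B) and MG1655 (K-12) at the exponential and the stationary phase in LB medium were measured on 6 microarrays with 2 dyes. REL606 exponential RNA was compared with REL606 stationary, MG1655 exponential and MG1655 stationary RNA, on 2 dye-swapped arrays each. Every probe was spotted in duplicate, and the 12 columns of the deposited table hold the 2 spots of each array. The samples were grouped by the labels, which name both RNAs and their dyes. In what follows, replicate 1 is the array with REL606 exponential RNA in Cy3 and replicate 2 its dye swap. With 1 replicate per condition, the spread between them is measurement error and leaves out the variation between cultures. The number of arrays limits the precision.

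The authors subtracted the background, expressed each spot as a percentage of the total Cy3 or Cy5 signal of its array, left out spots of low intensity and deposited log2 ratios. The cut-off for low intensity is not stated in the methods. The deposited ratios are those of the other RNA over REL606 exponential RNA. This direction is not stated in the table and was set from the ratios printed in Table S2. It had been planned to turn the sign of the dye-swap columns. These columns correlate positively with the others, so they had been turned already and were used as they are. Scanner output was not used here.

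For each of 4362 probes, the mean of up to 4 values was taken per comparison. The exponential ratio of REL606 to MG1655 is the mean of 1 comparison with its sign turned. The stationary ratio is the mean for REL606 stationary RNA minus that for MG1655 stationary RNA, and the ratio of the MG1655 phases is likewise a difference. A probe was called at a ratio of at least 2-fold, the threshold of the paper's methods, without a test. No array was centred in the main setting.

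Alternatives were the median in place of the mean, probes measured on both arrays or in all 4 spots, 2-fold in each dye orientation, centring of each array on its median, a threshold of 4-fold, leaving out either array, CC probes only, and fits with limma that take each array as a replicate of its comparison, with a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold, without and with the dye orientation as a replicate block. These choices, the rule for named genes and the lists of genes were written before the data were examined. At least 2 values per comparison, CC probes with at least 2 values, and leaving out the 16 NC probes were added after seeing the data.

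Whether the replicate numbers pair the arrays was checked by correlating, between comparisons, the difference between the array and its dye swap over probes. The correlations were 0.538, 0.671 and 0.627, so the arrays of one dye orientation deviate together. The pairing comes from the dye orientation in the labels.

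The rule for named genes asked for every gene that the paper names at a claim, for the 5 probes highest and the 5 lowest in each phase among those past 2-fold in all 4 values, and for the 5 genes with the largest difference between the strains in their phase ratio. The table gives identifiers without gene names, and nothing else in hand pairs them. Genes are therefore not named by probe, and only the 2 highest and the 2 lowest exponential probes are given, by identifier. The ratios of the genes in Table S2 had been seen when the rule was written. Median ratios of gene lists, means per gene and functional groups need gene names and were not computed. The first letters of identifiers are read as genes of both strains (CC), of REL606 (CB), of MG1655 (CK) and controls (NC), which is an inference that the files do not state.

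The calls were tested on simulated data for 4362 probes, with 200 of them changed by 2 log2 units, a normal error with an SD of 0.28 per array, a dye effect with an SD of 0.14 shared by the 3 comparisons and the blank cells of the real table. The simulated differences between an array and its dye swap correlated between comparisons with r from 0.319 to 0.357, less than in the real arrays. The simulated median SD between orientations was 0.23 log2 units for the exponential and 0.27 for the stationary ratio, against 0.28 and 0.23 in the real arrays, so the numbers of unchanged probes called hold for the simulated errors only. A change of 2 log2 units lies far past the 2-fold threshold for this error. Recovery was therefore near certain in advance and says nothing of changes close to 2-fold. No offset between whole arrays was simulated, whereas the real exponential arrays had medians of -0.27 and 0.08. For the exponential ratio, 197 of 197 changed and measured probes were recovered, with 2 called among 4096 unchanged probes. For the stationary ratio, 167 of 167 were recovered, with 11 called among 3574 unchanged probes. The limma fit recovered 165 of the 167 without the block and 167 with it. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.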

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

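Both tests described here were chosen before their results were seen.

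For 33 of the 2881 probes measured on every array, the difference between the strains was at least 2-fold in opposite directions in the 2 phases in each dye orientation. Of these, 10 were higher in REL606 at the exponential phase and in MG1655 at the stationary phase, and 23 were higher in MG1655 at the exponential phase and in REL606 at the stationary phase. The difference between the phases was not tested, since each strain and phase has 1 replicate. The scaling of whole arrays is argued against as the cause, because with each array centred on its median 32 of the 33 probes were still opposite. All 33 had values in all 12 spots, so single spots standing in for missing ones are not behind these probes. The selection left little room for another outcome, since 2689 of the 2881 had all 12 spots. Differences between cultures, cross-hybridization of a probe and a strain difference that depends on the growth phase stay open, and none of these was tested.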

How the results depend on the processing

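The paragraphs that follow compare each count and correlation with its value under the alternatives. Counts within 1.5 times the main count are taken as unchanged, and correlations that moved by less than the SD of the main correlations of their kind. Over all counts and correlations, 79 values under alternatives were unchanged by this measure and 31 moved. The stationary ratio of probe CB0097 fell below 2-fold, to 0.67 log2 units, without replicate 2, and was 3.74 without replicate 1. No ratio of the 4 probes given by identifier changed its sign under the alternatives run for it.

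At the exponential phase (563 probes higher in REL606 and 588 higher in MG1655), requiring all 4 spots gave 368 probes higher in REL606. Requiring each array alone to pass 2-fold gave 296 and 330, and a threshold of 4-fold gave 185 and 242. Leaving out either array gave 361 to 714 probes higher in REL606, with 361 without replicate 1. The share of exponential calls that were higher in REL606 was 48.9% in the main setting, 41.2% with each array centred, 36.2% without replicate 1 and 58.9% without replicate 2, so which strain had more calls depends on the array. The order of the strains also changed for calls in both phases, from 163 in REL606 and 136 in MG1655 to 120 and 124 without replicate 1, to 91 and 102 among CC probes only, and to 88 and 94 among CC probes with at least 2 values. Between the phases of REL606, 982 probes were higher at the stationary and 962 at the exponential phase, but 647 and 811 with each array alone. In MG1655 these counts were 1057 and 862, and 564 and 565 with each array alone. The exponential count higher in MG1655 (588) stayed within 1.5 times under all alternatives other than each array alone and 4-fold.

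At the stationary phase (544 and 410), all 4 spots gave 352 probes higher in REL606, each array alone 241 and 231, 4-fold 139 and 116, and limma 158 and 133. For both phases together (163 and 136), the counts were 93 and 79 with both arrays present, 87 and 69 with all 4 spots, 59 and 52 with each array alone, 56 and 50 at 4-fold, and 62 and 49 with limma. CC probes only gave 91 and 102, and CC probes with at least 2 values, a choice made after seeing the data, 88 and 94. Fewer probes are counted by construction under the stricter filters and thresholds. Every probe called in both phases with both arrays present, with all 4 spots, with each array alone, at 4-fold or with limma is also called in the main setting.

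With the dye orientation as a replicate block, limma called 522 and 567 probes at the exponential phase, 374 and 333 at the stationary phase and 113 and 105 in both phases, all within 1.5 times the main counts. Without the block it called 416 and 448 at the exponential phase. The fit takes arrays as replicates, so its p-values cover measurement error only.

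Between the phases of MG1655, 1129 probes were called when each array alone had to pass 2-fold, 1125 of them among the 1919 of the main setting. With Spearman's rho, the correlation between dye-swap arrays of the strains at the exponential phase fell from 0.872 to 0.793. The correlations between duplicate spots became 0.983 on the first array of the REL606 phases, 0.975 and 0.990 on the arrays of the strains at the exponential phase, and 0.983 on the first array with MG1655 stationary RNA. For the moved correlations the cause was not tested.

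Medians of gene lists and means of probes per gene were not run, because the table has no gene names. Signal over background is not in the table, so its effect on low ratios was not examined. Missing spots show where it limits the counts, with 3727 of 4362 probes measured in both phases.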

Differences from the paper's values

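The paper gives correlations of about 0.98 between the same spots of an array, an approximate value. Here they were 0.990 and 0.998 for the REL606 phases, 0.989 and 0.996 for the strains at the exponential phase, and 0.990 and 0.998 for REL606 exponential and MG1655 stationary RNA, all above it. Of the alternatives set before the data were examined, Spearman's rho gave values that no longer differ on the first array of the REL606 phases and on the first array with MG1655 stationary RNA (both 0.983), while 0.990 for the dye-swap array of the strains at the exponential phase and 0.998 and 0.997 for the other dye-swap arrays still differ. The first array of the strains had 0.975, which is farther from the paper's value than the SD of the 6 correlations but equals it when rounded to the paper's digits. With probes that had all 4 spots, the 6 values lay between 0.988 and 0.998 and all still differed from the paper's value.

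For the dye-swap arrays of the strains at the exponential phase, r was 0.872, below the lower limit of 0.91 that the paper gives. Neither Spearman's rho (0.793) nor probes with all 4 spots (0.869) reached it. The other 2 comparisons did not differ from the paper's limit.

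The paper gives 534 genes unique to MG1655 on the array, and 316 probes start with CK, which is read as that group by inference. The deposited table has 4362 probes, against 4819 on the array in the paper. The other groups are read in the same way and were within 1.5 times the paper's numbers, with 311 CB probes against the paper's 382 genes of REL606 and 3719 CC probes against its 3762 shared genes. Identifier numbers run to 468 for CK, 477 for CB and 3831 for CC, with gaps, and every listed probe has a value. The table may therefore lack probes that gave no value, which was not tested. CB numbers run past the paper's 382 genes, so the reading of the prefixes by number is uncertain. No alternative applies to the 316 CK probes.

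Higher in REL606 in both phases were 163 probes, against about 88 genes in Fig. 2, read by eye. The sets may be unlike, since 63 of the 163 are CB probes, read as genes of REL606 only. For Fig. 4 the paper takes ratios between homologous genes, and whether Fig. 2 holds other genes is not stated. Of the alternatives set before the data were examined, the count no longer differs with both arrays present (93), all 4 spots (87), each array alone (59), without replicate 1 (120), with limma (62), with limma and the replicate block (113) and with CC probes only (91). It still differs with the median (162), arrays centred (151), 4-fold (56) and without replicate 2 (174). Lower in REL606 in both phases were 136 probes, against about 90 in Fig. 2, read by eye. Here the median (134), both arrays present (79), all 4 spots (69), without replicate 1 (124), without replicate 2 (122), the replicate block (105) and CC probes only (102) no longer differ, while each array alone (52), arrays centred (144), 4-fold (50) and limma (49) do.

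CC probes with at least 2 values per comparison, chosen after seeing the values, gave 88 probes higher in REL606 in both phases, which matches the number printed in Fig. 2, and 94 lower. Of the 82 pairs in Table S2 met by 1 probe, 6 are not called under this choice, against 1 in the main setting. At least 2 values over all probes, also chosen after seeing the values, gave 122 lower in both phases, which no longer differs, and 148 higher, which does.

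A note to Table S2 assigns ratios above its upper limit to MG1655. With the ratios taken as REL606 over MG1655, as another note of that table has it, the 163 probes above the limit in both phases are higher in REL606.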

Other observations

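The tests on NC probes and on whether the CK prefix has anything to do with the strain were chosen after their results were seen, the others before.

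Probes with neighbouring CC numbers had similar ratios. Between a CC probe and the next number, the exponential ratios of REL606 to MG1655 correlated with r 0.405 over 3607 pairs, and at 10 numbers apart r was -0.0024. An effect of position on single arrays is argued against, since a probe on one array and the next number on its dye swap still correlated with r 0.377. Of runs of at least 5 CC numbers in a row called in the same direction at the exponential phase, 5 were higher in REL606 and 10 in MG1655, the longest of 7 and 11 probes, against at most 3 runs in 1000 random orders. The files do not say that the numbers follow the chromosome. That they do, and that neighbouring genes share their regulation, may be an explanation, which was not tested for lack of gene names.

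The difference between an array and its dye swap was shared between the comparisons, with r from 0.538 to 0.671 over probes. A trend along the probe numbers is argued against as the whole cause, because after a running median over 21 neighbouring CC numbers was taken away the lowest r was 0.481. A dye effect tied to single probes is a candidate explanation that was not tested apart from this. No biological explanation was tested.

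Of the CK probes, 185 gave a value on the array with REL606 exponential RNA in Cy3 and REL606 stationary RNA in Cy5, and 85 on its dye swap, although both RNAs came from REL606. Noise near the background is argued against for the 83 measured on both, whose ratios correlated between the arrays with r 0.940, against 0.947 for CC probes. For a prefix that has nothing to do with the strain, the strain ratios are no independent test, because the reading of CK was inferred in part from them. Shares of measured probes were not part of that reading. On the dye swap with REL606 RNA only, 26.9% of CK, 60.8% of CB and 77.3% of CC probes were measured. With MG1655 exponential RNA these were 46.5%, 29.3% and 86.2%, and with MG1655 stationary RNA 30.7%, 22.2% and 78.5%. That CK rose and CB fell argues against such a prefix. At the exponential phase, 38.9% of the CK probes were at least 2-fold higher in MG1655, against 12.2% of the CC probes. At the stationary phase these shares were 22.3% and 10.7%, while the median log2 ratios lay close together (0.06 for CK and 0.10 for CC). That CK median covers only 184 probes, against 311 with an exponential ratio, because a value with REL606 RNA alone is needed. Hybridization of related REL606 sequences and a prefix that marks another class of genes stay open.

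The paper mentions positive and negative controls on the array. Of the 11 NC probes measured on both arrays of the REL606 phases, 9 passed 2-fold in the same direction on both, 7 higher at the stationary and 2 at the exponential phase, that is 81.8% against 46.4% of the CC probes. The ratios of the 11 correlated between the arrays with r 0.917. This largely restates the shared direction of the 9, so it is no separate test of noise near the background. Hybridization of RNA that the probes were not designed for stays open. What the NC probes are is not stated in the files, and no biological explanation was tested.

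In each comparison the dye-swap array lacked more values than the other, and the loss differed by prefix. Of the CB probes, 82.6% were measured on the first array of the strains at the exponential phase and 29.3% on its dye swap, and of the CC probes 99.6% and 86.2%.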
